# Transcriptomic changes in the lacrimal glands of a Sjogren’s disease animal model highlight key molecular mediators and altered biological functions underpinning glandular inflammation and hypofunction

**DOI:** 10.3389/fopht.2026.1697924

**Published:** 2026-03-13

**Authors:** Danny Toribio, Junji Morokuma, Albert Tai, Driss Zoukhri

**Keywords:** autoimmune disease, dry eye disease, inflammation, lacrimal gland, RNA-Seq, Sjogren’s disease, transcriptomic analysis

## Abstract

**Introduction:**

Sjogren’s disease (SjD) is a chronic autoimmune condition that targets the lacrimal glands (LGs), resulting in aqueous-deficient dry eye disease (DED). Insufficient or low-grade tear secretion onto the ocular surface affects the normal physiology of the cornea and conjunctiva and can result in ocular surface damage. Herein, we evaluated the transcriptomic profiles of diseased versus healthy LGs to investigate the underlying molecular mechanisms underscoring LG autoimmune inflammation and secretory hypofunction.

**Methods:**

LGs were removed from male NOR/LtJ mice (SjD mouse model) and sex- and age-matched BALB/c controls at 3 weeks (pre-disease), 8 weeks (early disease onset), and 16 weeks (intermediately advanced disease stage). LGs were processed for either RNA extraction or histopathological staining. Bulk RNA sequencing was conducted for each LG sample followed by downstream data processing for differential expression analysis using the DESeq2 R package. Biological interpretation of the differential gene expression datasets was achieved using the QIAGEN Ingenuity Pathway Analysis (IPA) software. IPA was used to compare the differential gene expression results obtained in our analyses to those of previously published, publicly available datasets from other SjD-related transcriptomic-based studies.

**Results:**

The number of differentially expressed genes between NOR and BALB/c mice increased in correlation with the development and progression of dacryoadenitis. The most significantly upregulated pathways were primarily related to immune responses, emphasizing the activation of cellular and cytokine-mediated inflammatory responses. Several cytokines, transcription factors, and toll-like receptors were significantly predicted to drive most of the differential gene expression observed across our datasets. Biological processes involving the migration, recruitment, and activation of lymphocytes, but also lipid metabolism, were most significantly impacted in our disease model. Many of the identified dysregulated genes and affected biological functions were similarly regulated in the differential expression datasets of other transcriptomic-based studies of SjD patients and mouse models.

**Conclusion:**

Chronic inflammation induces significant alterations to the LG transcriptome, promoting the recruitment of immune cells into the LG and the overactivation of inflammatory responses that severely impede normal secretory function. Future studies targeting some of the discovered key dysregulated molecules/pathways could open up potential therapeutic avenues for the treatment of chronic LG inflammation and secretory hypofunction.

## 1 Introduction

Aqueous-deficient dry eye disease (DED) is primarily caused by insufficient tear and low-grade lacrimal fluid secretion from the lacrimal gland (LG) onto the ocular surface (1). Secretions from the LG provide key proteins, electrolytes, growth factors, and antimicrobial agents needed to protect, nourish, and maintain the normal functions of the cornea and conjunctiva (2–4). LG dysfunction can be induced by several factors, such as inflammation, aging, and other biological and/or environmental factors, resulting in insufficient lacrimal fluid and tear production (1, 2). DED patients often experience severe eye irritation, blurry vision, and even vision-threatening conditions such as corneal ulcers and loss of corneal transparency in severe cases (4).

The main inflammatory factor inducing LG dysfunction and DED is driven by the onset of Sjogren’s disease (SjD) (5), a chronic autoimmune disorder of the lacrimal and salivary glands (SG) that affects an estimated 1–4 million Americans, mostly women, resulting in dry eye and dry mouth (6, 7). Primary SjD, occurring in patients with no other autoimmune diseases, is characterized by focal lymphocytic infiltration of the LG and SG, production of autoantibodies, and increased expression of multiple pro-inflammatory cytokines (1), many of which, as we and others have previously reported, impair LG function and inhibit neurally stimulated LG secretion (8, 9).

Despite extensive research efforts to understand the general pathophysiology and overall factors involved in DED, the underlying mechanisms that lead to insufficient LG secretion due to chronic inflammation of the LG are still not well understood, and thus, current existing treatment modalities just provide temporary relief without addressing such underlying pathophysiological mechanisms (1, 10). Over the last decade, transcriptomic profiling and analysis has emerged as one of the most useful tools in the identification of disease biomarkers and discovery of molecular targets for therapeutic development, with RNA sequencing (RNA-seq) surfacing as a widely used method to analyze the transcriptome by quantifying gene expression at the RNA level through deep-sequencing techniques (11).

Non-obese diabetic (NOD) mice have been extensively used as a model for human primary SjD due to similarities in the pathology of lymphocytic infiltration of the LG that occurs in SjD patients (12–14). In these mice, the degree and development of autoimmune dacryoadenitis is sex-dependent, with males developing it earlier and significantly more severely than females (13–15). Such LG lymphocytic infiltration is absent before 4 weeks of age, with the early observed onset occurring between 6 and 8 weeks of age (11) and increasing in a time-dependent manner, with older (>12 weeks) mice showing substantial disease severity (16). However, because a later development of diabetes in the NOD strain can influence the overall transcriptome and proteome expression profiles, a NOD-derived, diabetes-resistant (NOR) strain is often used to account for this confounding variable. Male NOR/LtJ mice display similar Sjogren-like pathophysiology as characterized in the NOD strain, namely, lymphocytic infiltration of LGs, the production of autoantibodies, and functional secretory hypofunction with significantly reduced stimulated tear output (15, 16). Therefore, we used male NOR mice in this study as a model of chronic LG inflammation-induced DED. BALB/c mice are an established control strain as they do not develop signs of LG inflammation nor reduced tear secretion at the stated ages (16).

Recently, using mass spectrometry-based proteomic analysis, we showed that chronic inflammation induces significant changes in the proteome of LGs from the described SjD animal model (17). Expanding on this proteomic study, and in an effort to quantify autoimmune inflammation-induced changes in the LG at the transcription level, we conducted RNA-seq-based analyses of LGs from male NOR/LtJ mice and their age- and sex-matched BALB/c controls before the onset of LG lymphocytic infiltration and DED (3 weeks) and at the early and developed stages of the disease (8 and 16 weeks, respectively). The present study provides a comprehensive overview of the LG transcriptome profiles and the induced gene expression changes caused by chronic inflammation of the LG.

## 2 Materials and methods

### 2.1 Animals

All procedures were approved by the Tufts Medical Center Institutional Animal Care and Use Committee and were performed in accordance with the Association for Research in Vision and Ophthalmology (ARVO) statement for the use of animals in ophthalmic and vision research. For the diseased animal model, male NOR/LtJ mice (strain #002050) purchased from The Jackson Laboratory (Bar Harbor, ME) and of the following ages—3 (*n* = 3), 8 (*n* = 9), and 16 weeks (*n* = 9)—were used. The respective sex- and age-matched 3-, 8-, and 16-week-old BALB/cJ mice (strain #000651) were used as the wild-type control (*n* = 3, 9, and 9, respectively) and were also purchased from The Jackson Laboratory. Animals were euthanized by gradual carbon dioxide (CO_2_) inhalation followed by cervical dislocation, and their exorbital LGs were excised and processed for RNA extraction or fixed for downstream histology and immunostaining procedures, as described below.

### 2.2 RNA extraction and purification

Excised exorbital LGs were placed in RNAlater Stabilization Solution (Thermo Fisher Scientific, Waltham, MA) for storage at −20°C prior to RNA extraction. Total RNA was extracted and purified using the RNeasy Midi Kit (Qiagen, Germantown, MD) following the manufacturer’s protocol. In brief, a single LG was placed in a 15-mL centrifuge tube and homogenized using a conventional rotor-stator for 45 s in 1 mL of buffer RLT, and then an additional 1 mL of buffer RLT was added and mixed well. The homogenate was centrifuged at 4,000×*g* for 10 min, and the supernatant was collected and transferred to a 15-mL centrifuge tube. Two milliliters (1 volume) of 70% ethanol was added to the homogenized lysate and immediately shaken vigorously. Without delay, the sample was applied to a RNeasy Midi column placed in a 15-mL centrifuge tube and centrifuged for 5 min at 3,000×*g*. Next, 4 mL of buffer RW1 was added to the RNeasy column and centrifuged for 5 min at 3,000×*g*. Then, 2.5 mL of buffer RPE was added to the RNeasy column and centrifuged for 5 min at 3,000×*g*, and this step was repeated once more. Lastly, for elution of the purified RNA, 150 μL of RNase-free water was added to the RNeasy column and allowed to stand for 1 min before centrifuging for 3 min at 3,000×*g*. This elution step was repeated once more by adding 150 μL of RNase-free water to the RNeasy column, and the eluate was combined for higher recovery of purified RNA. Purified RNA samples were stored at −80°C until downstream use.

Total RNA concentration and quality, indicated by the RNA integrity number (RIN), were measured using the 2100 Bioanalyzer system (Agilent Technologies, Santa Clara, CA) and Agilent RNA 6000 Nano Kit, following the manufacturer’s instructions. For the samples analyzed, RIN was generated for each Bioanalyzer trace using the 2100 Expert Software (Agilent Technologies). The maximum RIN score was 10.0, and samples with RIN values of 8.0 or higher were deemed suitable for RNA sequencing analyses.

### 2.3 Library preparation and DESeq2 differential gene expression analysis

High-quality total RNA (100–200 ng) samples (*n* = 3 biological replicates for each NOR and BALB/c age group; 8- and 16-week samples were pooled from two to three age- and strain-matched mice) were used as input for the generation of the RNA-seq libraries using the Illumina TruSeq stranded mRNA kit, following the manufacturer’s instructions. The resulting libraries were analyzed on an Agilent Fragment Analyzer for molar quantification and size distribution. The libraries were then pooled at equal molar and subsequently sequenced on an Illumina HiSeq 2500 sequencer using V4 chemistry and single read 50 bases format. Basecalling and demultiplexing were performed on the raw data using Illumina’s bcl2fastq software, and a compressed (.gz) fastq file was generated for each sample.

Quality control of the read data was conducted using the FastQC tool. Sequencing reads from the compressed fastq files were then mapped to the mouse reference genome (mm10) using the HISAT2 alignment program. The resulting BAM files from the alignment and the mm10 gene annotation files (in GTF format) were then used to create a raw gene count table using the featureCounts program from the Rsubread package (18). Downstream differential expression analyses were conducted using the DESeq2 R/Bioconductor package (19), and the results from each NOR versus BALB/c pairwise comparison were exported as .csv files.

### 2.4 H&E staining

LG samples from at least three different NOR and BALB/c mice were fixed overnight in 4% methanol-free formaldehyde in phosphate-buffered saline (PBS). Glands were then washed three times in PBS and dehydrated using a series of xylene and graded ethanol solutions prior to embedding as per standard procedure. Then, the tissue samples were embedded in paraffin blocks, and tissue sections (7 µm in thickness) were mounted onto Superfrost Plus microscope slides (Thermo Fisher Scientific, Waltham, MA). Sections were then dried in an Isotemp oven at 55°C, deparaffinized in three xylene washes, and rehydrated using a series of graded ethanol and water (running tap and distilled) washes. The slides were then submerged in Harris hematoxylin solution (modified) for 2 min, rinsed briefly in distilled water, and dipped in an acid−alcohol solution prior to being placed in an eosin Y solution (1% alcoholic) for 1 min. Next, the slides were dehydrated and cleared in a series of graded ethanol solutions and three final xylene washes prior to coverslipping with an express, non-aqueous mounting medium.

### 2.5 Immunofluorescence staining

LG tissue sections (6 µm in thickness) from three different NOR and BALB/c mice were prepared, deparaffinized, and rehydrated as described above. Next, antigen unmasking was performed by placing the slides in an antigen retrieval solution (BD Retrievagen B, pH 9.5; BD Biosciences, San Diego, CA, USA) and microwaving them for 10 min. Tissue sections were then allowed to cool down at room temperature (RT) for 30 min and washed in PBS three times for 5 min each. Then, tissue permeabilization was performed by incubation with 0.1% Triton X-100 in PBS at RT for 10 min. After three washes in PBS, non-specific binding sites were then blocked using 10% normal donkey serum (Jackson ImmunoResearch Laboratories, West Grove, PA) for 1 h at RT. Tissue sections were then incubated with anti-STAT1 (1:200, cat. # 82016-1-RR; Proteintech, Rosemont, IL, USA) or anti-TLR9 (1:200, cat. # 27769-1-AP; Proteintech, Rosemont, IL, USA) primary antibodies overnight at 4°C. Primary antibodies were omitted for sections used as negative controls. The following day, tissue sections were incubated with a donkey anti-rabbit IgG H&L, Alexa Fluor 488-conjugated secondary antibody (1:1,000 dilution, Abcam, Waltham, MA, USA) for 1 h at RT. Any endogenous tissue fluorescence was then quenched using Invitrogen’s Ready Probes Tissue Autofluorescence Quenching kit (Thermo Fisher Scientific, Waltham, MA, USA). Prior to coverslipping, a SlowFade Diamond Antifade mounting medium (Thermo Fisher Scientific, Waltham, MA, USA), containing DAPI for nuclear counterstaining, was applied to each section. The immunostained slides were then imaged using a color digital camera (SPOT Insight CMOS; SPOT Imaging, Sterling Heights, MI, USA) mounted on an Eclipse E600 microscope (Nikon Instruments Inc., Melville, NY, USA) and using the same camera parameters for both groups.

### 2.6 Ingenuity pathway analysis of differentially expressed genes

QIAGEN’s Ingenuity Pathway Analysis (IPA) software was used to analyze and interpret the differential gene expression results obtained from each pairwise differential expression analysis (DEA). To focus on the most significant transcriptional changes and investigate the most meaningful altered biological processes in our disease model, in addition to an adjusted *P*-value cutoff (adj. *P*-value ≤ 0.05), an absolute log_2_ fold-change cutoff (|log_2_ fold-change| ≥ 1) was applied on the uploaded DEA datasets. Thus, mapped transcripts with a minimum two-fold change (up or down) and a false discovery rate (FDR)-adjusted *P*-value at or below 0.05 were considered to be differentially expressed and analysis-ready molecules. The SynGO ID conversion tool (20) was used to obtain the Entrez Gene IDs of the listed genes in each data table and increase the number of genes mapped to the QIAGEN Knowledge Base by designating both the “gene symbols” and “Entrez IDs” columns as the input for gene identification during the data upload process. The algorithms developed for the different analysis tools provided in IPA have been described in more detail by Krämer A. and colleagues (21). Once the DEA datasets from the 3-, 8-, and 16-week NOR versus BALB/c pairwise comparisons were successfully uploaded onto the IPA application, an expression-based (expression log ratio) core analysis was performed for each comparison. Next, a comparison analysis was conducted in IPA, which compares the results from the selected individual core analyses and presents them in a heatmap format, to compare and contrast the molecular mediators and biological processes being activated or inhibited at each timepoint and disease stage.

## 3 Results

### 3.1 Development of autoimmune dacryoadenitis leads to major alterations in the LG transcriptome

Focal lymphocytic infiltration of the LG is one of the major hallmarks underpinning the pathogenesis of Sjogren’s DED. The gland-infiltrating lymphocytes consist primarily of CD4^+^ helper T cells, CD8^+^ cytotoxic T cells, and B cells; however, the presence of other leukocytes such as plasma cells, macrophages, mast cells, and dendritic cells has also been reported in affected glands (22, 23). Aligning with previous studies, the early disease stage and its pathophysiological manifestation in NOD/NOR mice were considered to be at 8–12 weeks of age, while mice of ages between 12 and 20 weeks were considered to be at a moderately advanced disease stage (15, 16). Consistent with these considerations, hematoxylin–eosin (H&E) histological staining of LGs from diseased and control animals showed the absence of such glandular lymphocytic infiltration at 3 weeks of age, with some LG areas from NOR animals beginning to be infiltrated by 8 weeks (**Figure 1A**). Significant lymphocytic infiltration was observed in the LGs of 16-week-old NOR mice when compared to age- and sex-matched BALB/c controls and to young (3-week-old) NOR mice (**Figure 1A**). Therefore, LGs from 3-, 8-, and 16-week diseased NOR and control BALB/c mice were used to represent the pre-onset, early, and moderately severe stages of autoimmune dacryoadenitis and DED in these mice, respectively.

**Figure 1:**
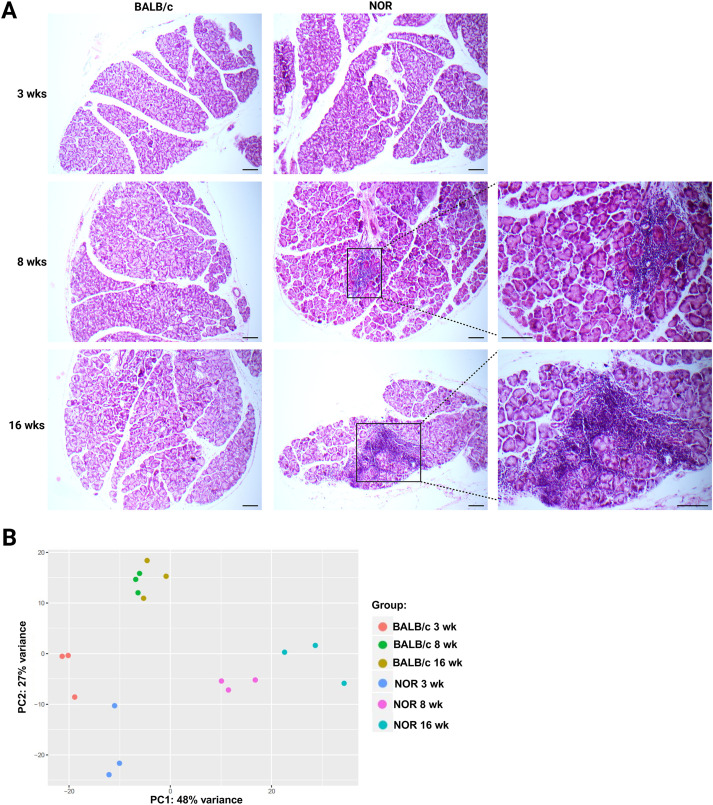
Lymphocytic infiltration of the lacrimal gland (LG) and principal component analysis (PCA). **(A)** Representative H&E staining photomicrographs of exorbital LGs from 3-, 8-, and 16-week-old NOR and BALB/c mice at each age point. *n* = 3–4 stained serial LG sections from at least three separate animals per strain/age group. Scale bars = 100 µm. Lymphocytic infiltration of the LG was absent at 3 weeks in both NOR and BALB/c mice. Mild infiltration was observed at 8 weeks in the glands of NOR animals. Meanwhile, extensive lymphocytic foci were present in the LGs of NOR mice at 16 weeks, which was still absent across all age-matched BALB/c controls. **(B)** PCA plot of LG samples (*n* = 3 biological replicates) used for RNA-seq and subjected to DESeq2 differential gene expression analysis. Biological replicates within each strain age group were relatively clustered together. There was a clear separation between the LG samples from 8- (early disease stage) and 16-week (developed disease stage) NOR mice and the pre-disease (3-week) NOR samples, as well as all three BALB/c control groups.

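The data behind the comparisons were gene counts from 18 RNA-seq libraries of exorbital LGs, 3 libraries for each of the 6 combinations of strain (male NOR or BALB/c) and age (3, 8 or 16 weeks). Each 3-week library came from 1 mouse, while each 8- and 16-week library was pooled from 2 to 3 mice. Age and pooling therefore changed together. The authors sequenced stranded mRNA libraries as single 50-base reads, aligned the reads to the mm10 mouse genome with HISAT2, and counted them on the exons of each annotated gene with featureCounts. The counting gave no strand option and left out reads that mapped to several places or overlapped several genes. The deposited table holds these raw counts, without normalization, for 23337 gene symbols, of which 4978 had no count in any library. Total counts per library ranged from 6378613 to 20493076, with a median of 15202570. In NOR LGs the totals ran from 6378613 to 17176276 at 3 weeks (median 11420477), from 14894378 to 17475740 at 8 weeks (median 15510762), and from 7322307 to 17719984 at 16 weeks (median 13638923). In BALB/c LGs they ran from 13261982 to 20347504 (median 18217485), from 14460004 to 19548196 (median 14813662), and from 12692650 to 20493076 (median 19023500), respectively. Across the libraries, the 20 most abundant genes took between 56.9% and 70.8% of the counts. The counts were normalized with edgeR's TMM method, whose factors ran from 0.815 to 1.44, and given as CPM, the share of a library's counts scaled to a common total. After genes with low counts were removed by filterByExpr, 13376 genes were tested with edgeR's quasi-likelihood test. Differentially expressed genes (DEGs) were those with an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, the cutoffs that the paper set. With 3 libraries per group, no exact permutation of a single gene's values can give a two-sided p below 0.1, so the p-values rest on the spread shared across genes by the model. The smallest level that the depth could show, 3 counts, was between 0.146 and 0.470 CPM depending on the library. Where all libraries of a group had 3 counts or fewer, a fold change is given as a lower bound against this floor. Errors of CPM are SDs over the 3 libraries of a group.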

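For the PCA, log2 CPM values of the 500 most variable genes were used, with a prior count of 2. PC1 held 59.9% of the variance and PC2 18.6%. The mean PC1 score of NOR LGs was −22.1 ± 1.48 (SD, n = 3 libraries) at 3 weeks, 31.2 ± 8.39 at 8 weeks and 66.6 ± 9.80 at 16 weeks. The corresponding BALB/c scores were −40.6 ± 3.16, −22.7 ± 1.68 and −12.4 ± 8.17. On PC2, the means at 3 weeks were −34.2 ± 9.88 in NOR and −6.04 ± 7.07 in BALB/c LGs. To set the separation against the replicate error, the distances between libraries of a pair of groups, over the same 500 genes, were divided by the mean distance between libraries within those groups, so that a ratio of 1 stands for no separation. NOR and BALB/c LGs of the same age had a ratio of 1.52 ± 0.282 at 3 weeks, 2.84 ± 0.236 at 8 weeks and 3.16 ± 0.374 at 16 weeks (SD over the pairs of libraries). The setting that moved PC1 most was DESeq2's variance-stabilizing transformation in place of log2 CPM, with which PC1 held 48.0% and PC2 26.8%. With it, the ratio between the strains was 2.97 ± 0.206 at 8 weeks and 2.72 ± 0.375 at 16 weeks. The rise of the ratio from 8 to 16 weeks was therefore not kept under this transformation.

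**Figure D1:**
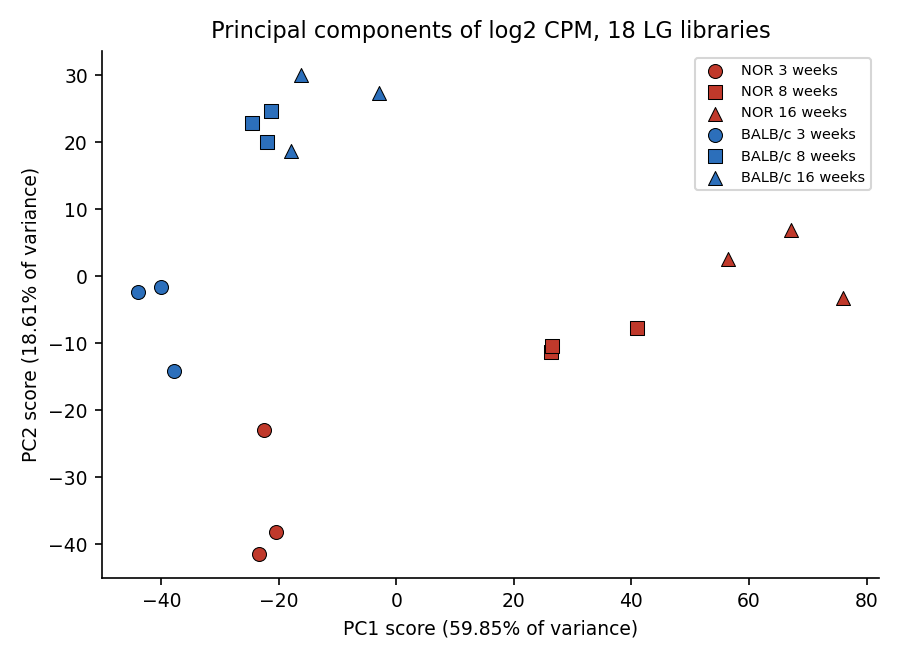
PC1 and PC2 scores of the 18 LG libraries, with the share of variance on each axis. Each point is a library, coloured by strain and shaped by age; on PC1, the NOR libraries of 8 and 16 weeks sit to the right of all BALB/c libraries.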

As expected, principal component analysis (PCA) of the gene expression profiles of all LG samples (**Figure 1B**) revealed a clear separation between the NOR and BALB/c samples, highlighting how inflammation of the LG leads to strong alterations at the transcriptional level. 

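Between BALB/c LGs of 16 and 8 weeks, 59 of the 13376 genes tested were differentially expressed, 57 upregulated and 2 downregulated at 16 weeks. At an unadjusted p under 0.05 there were 2235 genes. The distance ratio of these groups was 1.07 ± 0.218 over the 500 genes and 1.15 ± 0.125 over all genes past the filter. The pairs of libraries behind this SD share libraries, so it is not an error of the ratio. The gene with the smallest adjusted p, Thbs1 (chromosome 2 of mm10, 118111922 to 118127133), rose from 2.69 ± 0.359 CPM to 44.1 ± 16.5 CPM (SD, n = 3). This is a log2 fold change of 4.01 (standard error 0.298, adjusted p = 5.93e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fgl2 had a log2 fold change of 1.77 (standard error 0.168, adjusted p = 1.69e-05) and Egr1 one of 3.92 (standard error 0.473, adjusted p = 0.000234). Of 14 other immediate-early genes, a class to which Egr1 belongs and whose transcripts rise within minutes of a stimulus, 13 were also higher at 16 weeks. The downregulated genes were Smr2, a salivary gland gene, with a log2 fold change of −4.87 (adjusted p = 0.00965), and Gm9897 (adjusted p = 0.0453), which had 3 to 5 counts per library at 8 weeks and at most 1 at 16 weeks. Both were below 1 CPM at 16 weeks, and Gm9897 no longer passed the threshold in any of the 6 fits that each left out one library. When each library was left out in turn, between 33 and 56 genes were called.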

Notably, transcriptomic data from the 8- and 16-week BALB/c samples clustered together and away from the 3-week BALB/c, suggesting that no major expression differences are taking place in the LGs of control animals between the 8- and 16-week timepoints. Transcriptomic profile differences between the very young (3-week) and older (8- and 16-week) BALB/c LG samples may be due to gland development differences and when the LG has reached maturity in these animals. Conversely, there was a separation between the transcriptomic data of 8- and 16-week NOR samples, indicating a continuous shift in gene expression as the degree of LG inflammation increased. 

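Between BALB/c LGs of 8 and 3 weeks, 929 genes were differentially expressed, 584 upregulated and 345 downregulated at 8 weeks, and the distance ratio was 1.80 ± 0.134. Without the fold-change cutoff, 1844 genes were higher and 1892 lower at 8 weeks. Tacc1 (chromosome 8, 25154552 to 25201449) had the smallest adjusted p among upregulated genes. It rose from 9.79 ± 0.756 CPM to 56.4 ± 4.27 CPM, a log2 fold change of 2.53 (standard error 0.0903, adjusted p = 6.15e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gm5886, on chromosome 6, rose from 0.426 ± 0.309 CPM to 1649 ± 59.6 CPM. In the other direction, 5530400C23Rik, on the same chromosome, fell from 1263 ± 93.3 CPM to 0.0233 CPM. The 3-week libraries were of single mice and the 8-week libraries of pools, which average over mice, so the spread between libraries is not of the same kind at both ages.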

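In NOR LGs, 1292 genes were differentially expressed between 16 and 8 weeks, 1188 upregulated and 104 downregulated, and the distance ratio was 2.00 ± 0.388. Without the fold-change cutoff the directions were nearly even, with 2474 genes higher and 2468 lower at 16 weeks. Bank1 (chromosome 3, 136053364 to 136326046), a B-cell scaffold protein gene, rose from 1.11 ± 0.121 CPM to 23.7 ± 12.5 CPM. Its log2 fold change was 4.41 (standard error 0.382, adjusted p = 2.58e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Pla2g2d, Cd4 and Fcer2a followed, with log2 fold changes of 3.49, 2.69 and 4.45. Among the downregulated genes, Cyp2a5 had the smallest adjusted p (8.57e-09) and fell from 272.5 ± 43.6 CPM to 36.3 ± 4.13 CPM. Arntl, a gene of the circadian clock, rose from 0.896 ± 0.0373 CPM to 14.1 ± 1.74 CPM (log2 fold change 3.97, standard error 0.354), and all 9 clock genes that peak at the opposite time of day to Arntl were lower at 16 weeks. The count depended on the libraries at 16 weeks, with 819 genes when the second NOR replicate was left out and 1828 when the first was left out.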

The separation from the pre-disease, 3-week NOR samples increased within the strain as they aged, corroborating the described development and progression of chronic LG inflammation in this murine model.

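Between NOR LGs of 8 and 3 weeks, 1626 genes were differentially expressed, of which 1188 were upregulated and 438 downregulated at 8 weeks. Without the fold-change cutoff, 2423 genes were higher and 2097 lower at 8 weeks. The distance ratio was 2.19 ± 0.231. Tacc1 had the smallest adjusted p among the upregulated genes, as it had in BALB/c LGs, with a log2 fold change of 2.74 (standard error 0.0992, adjusted p = 8e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mucl1, on chromosome 15, fell from 338.4 ± 34.4 CPM to 2.55 CPM, a log2 fold change of −7.04 (standard error 0.235, adjusted p = 3.59e-13).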

### 3.2 Differentially expressed genes between NOR versus BALB/c LGs as inflammation progresses

Differential gene expression was evaluated between the diseased and control LGs across three separate pairwise comparisons. Differentially expressed genes (DEGs) between 3-, 8-, and 16-week NOR versus age-matched BALB/c LGs were graphically visualized using volcano plots with defined adjusted *P*-value and fold-change cutoffs (adjusted *P*-value threshold = 0.05; absolute log_2_ fold-change threshold = 1). 

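At 3 weeks, 703 of the genes tested were DEGs between NOR and BALB/c LGs, which is 5.26% of them, with 474 upregulated and 229 downregulated in NOR LGs. The setting that lowered this count most was edgeR's glmTreat, which tests the fold change itself against the cutoff and left 246 genes, while dropping the fold-change cutoff raised it to 2002. Leaving out each library in turn gave between 598 and 743 genes. The replicates at 3 weeks differed in transcripts of the parotid gland, which lies next to the exorbital LG, with Bpifa2 at 698 counts in one NOR library and 423817 in another. Among the upregulated genes, BC018473 (chromosome 11, 116752167 to 116757883) had the smallest adjusted p, 1.23e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It had 1318 ± 226 CPM (SD, n = 3) in NOR LGs and 0.147 CPM in BALB/c LGs. Mucl1 was at least 1651-fold higher in NOR LGs. Slc37a1 (chromosome 17, 31295483 to 31350698) had 154.0 ± 4.63 CPM in NOR and 8.14 ± 2.05 CPM in BALB/c LGs, a log2 fold change of 4.24 (standard error 0.148, adjusted p = 1.47e-13). Among the downregulated genes, Asrgl1, on chromosome 19, fell from 55.1 ± 2.51 CPM in BALB/c to 9.01 ± 0.446 CPM in NOR LGs (log2 fold change −2.62, standard error 0.0858, adjusted p = 8.42e-14).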

A total of 697 genes (206 downregulated and 491 upregulated) passed the set cutoffs and were identified as differentially expressed between NOR and BALB/c LGs during the pre-disease stage (3 weeks) (**Figure 2A**). 

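At 8 weeks, the same test gave 1549 DEGs, 11.6% of the genes tested, with 1195 upregulated and 354 downregulated in NOR LGs. Leaving out each library in turn gave between 1331 and 1562. BC018473 was again the upregulated gene with the smallest adjusted p, at least 7368-fold higher in NOR LGs, and Asgr1 (chromosome 11, 70054369 to 70057894) was at least 747-fold higher. The genes called in one direction at all ages neighboured one another on the chromosomes more often than random sets of tested genes, by a factor of 2.53. Dpyd (chromosome 3, 118562178 to 119432918), which encodes dihydropyrimidine dehydrogenase, had the smallest adjusted p among downregulated genes. It had 60.9 ± 4.61 CPM in BALB/c and 2.49 ± 0.756 CPM in NOR LGs (SD, n = 3), a log2 fold change of −4.62 (standard error 0.139, adjusted p = 2.53e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).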

At 8 weeks, 1,458 genes were identified as differentially expressed (353 downregulated and 1,105 upregulated) (**Figure 2B**). 

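At 16 weeks, 2589 genes were DEGs, 19.4% of the genes tested, with 1891 upregulated and 698 downregulated in NOR LGs. Leaving out each library in turn gave between 2164 and 3032. BC018473 was at least 6247-fold and Asgr1 at least 603-fold higher in NOR LGs. Abcb1a (chromosome 5, 8660092 to 8748570) had 27.5 CPM in NOR against 2.15 CPM in BALB/c LGs, a log2 fold change of 3.66 (standard error 0.155, adjusted p = 2.46e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Dpyd, Eml1 and Dhtkd1 had the smallest adjusted p among downregulated genes, with log2 fold changes of −4.67 (standard error 0.144), −3.12 (standard error 0.100) and −3.36 (standard error 0.117).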

Meanwhile, 2,644 genes (663 downregulated and 1,981 upregulated) were found to be differentially expressed between the disease and healthy samples at 16 weeks (**Figure 2C**). 

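The 16-week comparison thus had 3.68 times as many DEGs as the 3-week comparison. Without regard to any p-value, the number of tested genes with an absolute log2 fold change of at least 1 rose from 1272 at 3 weeks to 1872 at 8 weeks and 2739 at 16 weeks. Upregulated genes made up 67.4%, 77.2% and 73.0% of the DEGs, respectively. Without the fold-change cutoff the balance was closer to even, with 1064 of 2002, 2189 of 3713 and 3416 of 6811 genes upregulated. Of the DEGs at 8 weeks, 1324 (85.5%) were also DEGs at 16 weeks, 3 of them in the opposite direction. Of those at 3 weeks, 427 (60.7%) were, 18 of them in the opposite direction. At all 3 ages, 330 genes were called, and 325 of them kept one direction (203 upregulated, 122 downregulated), while 1168 genes were called at 16 weeks only. The change of the strain difference with age was tested as an interaction from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Between 3 and 16 weeks, 1427 genes passed both cutoffs in this test, 1005 with an increase and 422 with a decrease of the NOR to BALB/c ratio, and between 8 and 16 weeks 381 did (273 and 108). Without the fold-change cutoff, decreases were the more frequent, with 1576 increases and 1749 decreases between 3 and 16 weeks. Between 8 and 16 weeks there were then 460 and 611. Of the 16-week DEGs, 1092 were among the 1427. The strain difference of T- and B-cell marker genes rose with age. Median log2 fold changes at 8 and 16 weeks were 4.71 and 6.11 for 7 T-cell markers and 5.6 and 6.64 for 5 B-cell markers. The medians of 5 plasma cell and 5 macrophage markers also rose, from 2.58 to 3.08 and from 0.778 to 1.15. That of 4 dendritic cell markers did not, at 2.90 and 2.86. Leukocyte infiltration itself was not measured in these libraries. From the rise in the number of DEGs alongside the severity of infiltration, the paper concludes that immune cells in the more inflamed LGs induce or inhibit the expression of many genes.

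**Figure D2:**
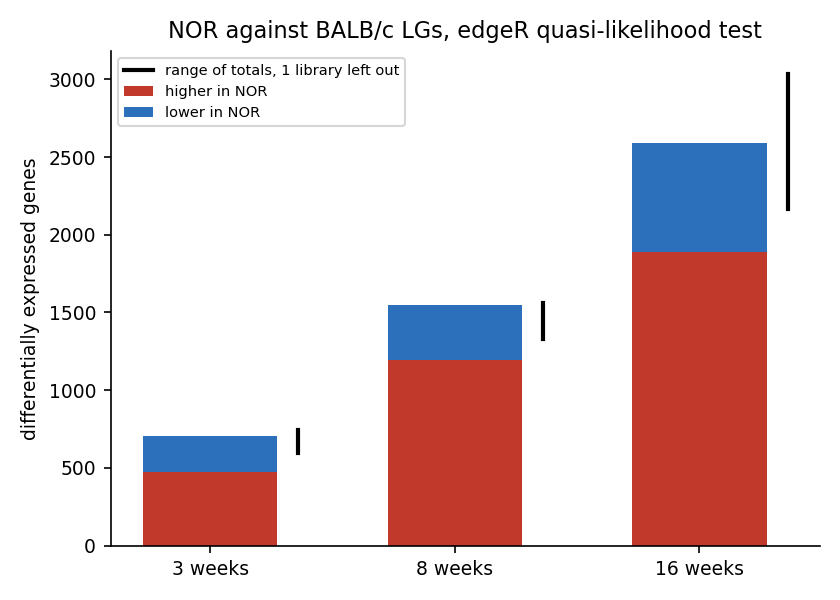
Number of genes upregulated and downregulated in NOR LGs at 3, 8 and 16 weeks, with bars starting at 0. The upregulated genes number 474, 1195 and 1891, and the downregulated genes 229, 354 and 698.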

Overall, the number of DEGs between NOR LGs and BALB/c controls increased in accordance with the progression and severity of leukocyte infiltration of the LG, indicating that the heightened presence of immune cells in the more acute diseased LGs induces or inhibits the expression of a substantial number of genes when compared to less severely or non-inflamed glands. The complete, unprocessed differential expression analysis dataset for each of the three pairwise comparisons is provided as supplemental material (**Supplementary Tables 1**-**3**).

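Supplementary Tables 1-3, as used here, list 1998, 1997 and 1997 genes at 3, 8 and 16 weeks, of which 1969, 1996 and 1997 passed the low-count filter applied to the counts. Across those genes, which are not independent replicates, the paper's log2 fold changes and those from edgeR had a Pearson r of 0.998, 0.999 and 1.00, with a median absolute difference of 0.00490, 0.0223 and 0.0309. The genes listed are those with the smallest adjusted p, the largest being 0.0635, 0.00306 and 1.69e-06, so these values hold for genes with strong evidence and the lists at 8 and 16 weeks stop short of all DEGs. In the listed genes, the paper's own values pass the cutoffs for 705, 1080 and 1339 genes. Of these, 646, 1071 and 1334 were also called here, none of them in the opposite direction, and 28, 1 and 0 were not tested because of low counts. Fitting the counts with DESeq2, the tool that the paper names, gave log2 fold changes that differed from the paper's by at most 4.77e-05, 3.91e-05 and 1.65e-05 at the 3 ages.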

**Figure 2:**
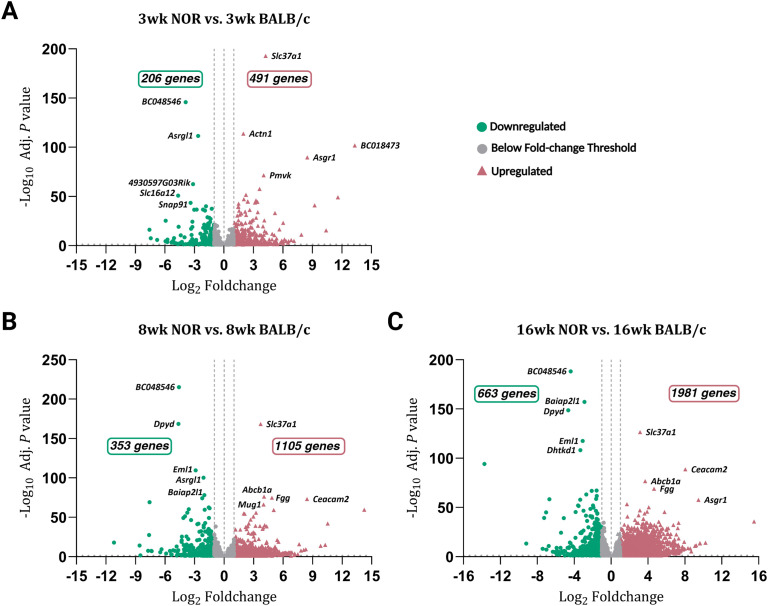
Volcano plots of differentially expressed genes (DEGs) across all three pairwise comparisons. Volcano plots (log_2_ fold-change on the *x*-axis, −log_10_ adjusted *P*-value on the *y*-axis) with defined fold-change cutoffs (absolute log_2_ fold-change ≥ 1) displaying DEGs (those with at least a 2-fold increase or decrease and an adjusted *P*-value ≤ 0.05) across the three conducted pairwise comparisons. **(A)** At 3 weeks, 697 genes (206 downregulated and 491 upregulated) were identified to be differentially expressed between the LGs of NOR mice compared to control samples. A total of 1,458 genes (353 downregulated and 1,105 upregulated) **(B)** and 2,644 genes (663 downregulated and 1,981 upregulated) **(C)** were differentially expressed at 8 and 16 weeks, respectively. The top 5 most significantly up- and downregulated genes (based on the adjusted *P-*values) are selectively labeled on the plots. Dots (in green) depict transcripts that are downregulated, while triangles (in red) depict those upregulated. Gray dots represent those genes that did not pass the set fold-change cutoffs described above. Volcano plots were generated using GraphPad Prism 10.

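In the 3-week comparison, the labeled gene Actn1 had a log2 fold change of 1.97 (standard error 0.0910, adjusted p = 1.30e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Pmvk one of 4.04 (standard error 0.226). Of the labeled downregulated genes, Snap91 had a log2 fold change of −3.39 (standard error 0.194). At 8 weeks, Fgg had a log2 fold change of 4.87 (standard error 0.259), Mug1 one of 4.03 (standard error 0.216) and Baiap2l1 one of −1.99 (standard error 0.108). At 16 weeks, Baiap2l1 had a log2 fold change of −2.90 (standard error 0.113, adjusted p = 5.71e-13) and Fgg one of 4.62 (standard error 0.255). All 5 upregulated genes labeled at 8 weeks were called at all 3 ages. BC048546, on chromosome 6, had log2 fold changes of −3.90, −4.56 and −4.40 at 3, 8 and 16 weeks. Mug1 and BC048546 belong to families of similar genes, and the split of reads between paralogs was not tested.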

### 3.3 Significantly enriched canonical pathways during LG inflammation

To examine the potential cellular and/or metabolic pathways altered during chronic inflammation of the LG that occurs in SjD, we analyzed each DEG dataset using the canonical pathways tool in IPA. Particularly, the most significantly enriched pathways during the early (8 weeks) and more advanced (16 weeks) stages of LG inflammation in NOR mice were under broader pathway categories such as “cellular immune response,” “cytokine signaling,” “humoral immune response,” and “immune system,” which were not observed across the dataset of DEGs identified at the pre-disease (3-weeks) stage (**Supplementary Figures 1**–**3**). The overrepresentation of these specific pathway categories points to a dysregulated immune response, especially that mediated by the adaptive immune system. To better visualize and compare the pathways enriched across our three pairwise comparisons, we used the IPA comparison analysis feature. The top 30 most significantly (based on their adjusted *P-*values) activated (with *z*-scores ≥ 2) canonical pathways are selectively presented in **Figure 3A**. Notably, DEGs between LGs of diseased NOR mice and BALB/c controls were most significantly associated with the activation of cytokine-mediated signaling pathways such as the “pathogen-induced cytokine storm signaling” and the pathways leading to the differentiation of naive CD4^+^ T cells into activated T helper (Th) cells like Th1 and Th2. The upregulation of genes in our datasets like *Ifng* (interferon gamma), *Tnf* (tumor necrosis factor alpha), and interleukins (IL) such as *Il12* and *Il33*, all of which are key mediators of the cytokine storm signaling and/or Th1/Th2 activation pathways, highlights the critical role of cytokine signaling in mediating the inflammatory responses and autoimmune conditions observed in patients and animal models of SjD.

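Ifng was too low in the libraries to pass the low-count filter. It had 7 counts over the 3 NOR libraries of 8 weeks and 34 over those of 16 weeks, against 0 in BALB/c LGs at both ages, and at 16 weeks it was at least 5.27-fold higher in NOR LGs. Without the low-count filter, its adjusted p was 0.0903 at 8 weeks and 0.000255 at 16 weeks from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Il12a, also below the filter, had 31 counts in NOR and 1 in BALB/c LGs of 16 weeks and was at least 4.07-fold higher. Il12b, which encodes the other subunit of IL-12, was at least 3.18-fold higher in NOR LGs at 8 weeks (adjusted p = 0.000699) and had a log2 fold change of 3.53 at 16 weeks (standard error 0.542, adjusted p = 6.83e-05). Il33 had a log2 fold change of 0.47 at 8 weeks (standard error 0.239, adjusted p = 0.162) and of 1.17 at 16 weeks (standard error 0.224, adjusted p = 0.000241).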

**Figure 3:**
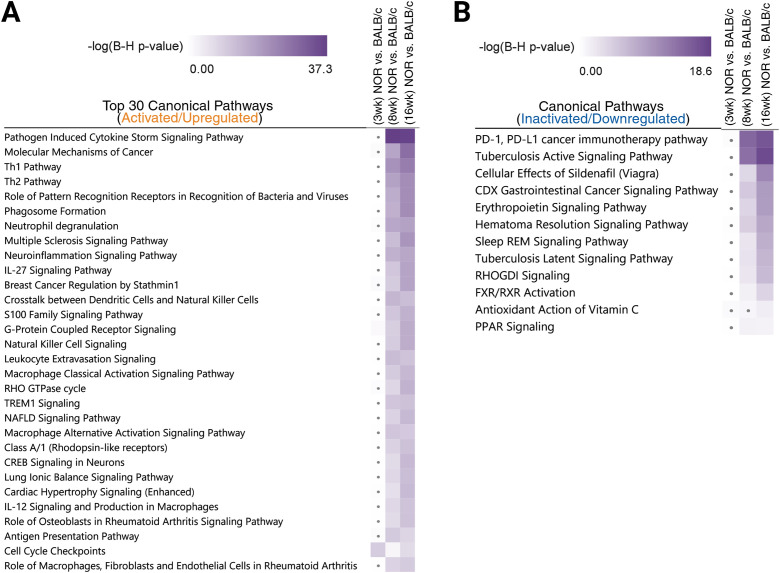
Comparison of enriched canonical pathways between all three timepoints and disease stages. The pathways tool in the Ingenuity Pathway Analysis (IPA) software (QIAGEN) was used to identify the most significantly overrepresented canonical pathways across the datasets from all three pairwise comparisons. **(A)** Comparison heatmap of the top 30 most significantly (based on the −log_10_ Benjamini–Hochberg, BH-adjusted *P-*values) activated/upregulated (*z*-score ≥ 2) canonical pathways. **(B)** All 12 canonical pathways significantly (BH-adjusted *P-*value ≤ 0.05 or ≥1.3, if in the −log form) predicted to be inactivated/downregulated (*z*-score ≤ 2) across our differential expression datasets. Pathways not significantly enriched (below the adjusted *P*-value threshold) at a particular timepoint appear white and/or are marked with a “dot” in the heatmap square.

The list of pathways positively enriched or upregulated was significantly greater than that of the pathways predicted to be inhibited or downregulated in the inflamed LGs in comparison to healthy controls. Among the 12 pathways significantly predicted to be inhibited in our comparison analysis (**Figure 3B**) were the FXR/RXR (Farnesoid X and retinoid X receptor) activation pathway and the PPAR (peroxisome proliferator-activated receptor) signaling pathway. In particular, FXR has been reported to regulate immune cell activities and modulate anti-inflammatory responses (24, 25). Similarly, PPARs have been demonstrated to exert important anti-inflammatory activities (26–28), with PPARγ expression, in particular, found to be constitutively reduced in the salivary epithelia of SjD patients (28).

### 3.4 Significant upregulation of cytokines and transcription factors as the major drivers of gene expression changes during LG inflammation

Potentially activated or inhibited upstream molecules/regulators responsible for driving the transcriptional changes observed in the diseased LGs when compared to normal controls were investigated using the Upstream Regulators analysis tool in IPA. To better examine the most significant molecular regulators potentially driving the disease in our murine model, we focused on those upstream regulators which predicted activation or inhibition state, matched the differential expression (up- or downregulated and by at least two-fold) observed in our pairwise comparisons. The top 20 differentially expressed molecules predicted to majorly induce the gene expression changes in our model during the early (8 weeks) and more developed (16 weeks) stages of LG inflammation are presented in **Figure 4A**. The upregulated expression of pro-inflammatory cytokines such as TNF and IFNG was predicted to most significantly drive the gene expression changes observed in the diseased LGs, corroborating the role of cytokine-mediated signaling pathways in the development of chronic LG inflammation and highlighting these two cytokines as key biomarkers for disease progression. 

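Tnf (chromosome 17, 35199391 to 35201996) had 2.31 ± 0.469 CPM (SD, n = 3) in NOR LGs of 8 weeks and was at least 13.1-fold higher than in BALB/c LGs (adjusted p = 3.04e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 16 weeks it had 3.44 ± 0.930 CPM in NOR and 0.932 ± 0.753 CPM in BALB/c LGs, a log2 fold change of 1.87 (standard error 0.403, adjusted p = 0.000737). Of the upstream regulators that the paper presents for 8 weeks, the 20 found in the count table were all called as upregulated at that age. Of those presented for 16 weeks, 20 were in the table and 18 of these passed the low-count filter, and the 18 were all upregulated. The lists hold genes that the paper had called on the same data, so these counts show no stability. glmTreat, which tests against the fold-change cutoff, called 11 and 10 of them. The activity scores of the regulators come from the IPA knowledge base and were not analysed here.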

Additionally, among the top-most molecules predicted to induce these transcriptional changes, several transcription factors including *Stat1* (the most significant under this molecule type), *Irf7*, *Irf1*, *Irf9*, *Spi1*, and *Tbx21*, and toll-like receptors (*Tlr9*, *Tlr3*, and *Tlr7*) were also identified. 

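Tlr9 had log2 fold changes of 2.95 at 8 weeks (standard error 0.575, adjusted p = 0.000661 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 3.53 at 16 weeks (standard error 0.492, adjusted p = 9.02e-06). Irf7 had a log2 fold change of 2.36 at 8 weeks (standard error 0.358) and 1.70 at 16 weeks (standard error 0.327). For Irf1, the log2 fold change was 0.94 at 8 weeks (standard error 0.217), below the cutoff, and 1.76 at 16 weeks (standard error 0.211). For Irf9, it was 1.09 and 1.21. Spi1, listed in the counts as Sfpi1, had log2 fold changes of 2.00 (standard error 0.308) and 2.80 (standard error 0.277). Its value of 1.36 at 3 weeks had an adjusted p of 0.0402, which rose above the threshold in 5 of the 6 fits that each left out one library. Tbx21 was at least 3.95-fold higher in NOR LGs at 8 weeks and at least 15.1-fold higher at 16 weeks. Tlr7 rose by a log2 fold change of 1.51 and 1.88, and Tlr3 by 1.26 and 0.58, the latter below the cutoff.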

TLR9, TLR3, and TLR7 are generally considered endosomal TLRs, and their activation can lead to the increased production of various pro-inflammatory cytokines through the downstream activation of nuclear factor kappa B (NF-κB) and/or regulate the transcription of type I interferons through the activation of interferon-regulatory factors (IRFs) such as IRF7 (**Figure 4B**) (29, 30). Endosomal TLR trafficking and processing and several other TLR-related pathways were indeed significantly enriched in our canonical pathway analysis (**Supplementary Figure 4**), suggesting that the signaling cascades mediated by these transmembrane receptors may play an important role in the overactive inflammatory responses occurring in the LGs of NOR mice. Furthermore, the significant overexpression of genes encoding transcription regulators such as STAT1 and IRF9, which are part of signal transduction pathways like the JAK/STAT signaling pathway, points to the active transmission of signals from cell surfaces to the nucleus, which when induced by inflammatory stimuli such as IFNG and TNF (**Figure 4C**) can lead to notable transcriptional changes, further modulating the chronic immune and inflammatory responses observed in the diseased LGs.

**Figure 4:**
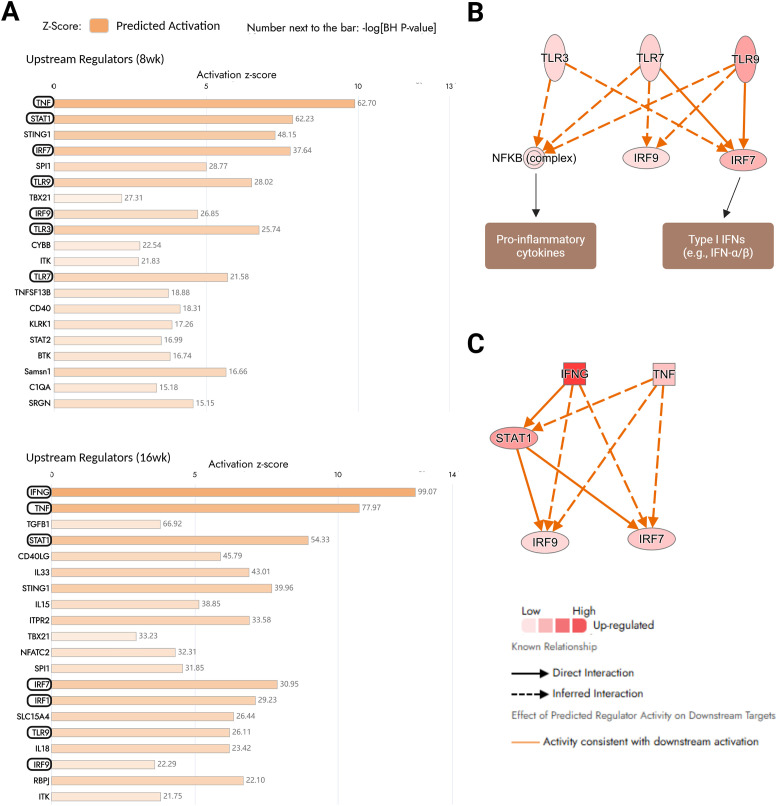
Differentially expressed genes (DEGs) in the dataset acting as potential “upstream” regulators. DEGs in our dataset acting as “upstream” regulators and potentially driving the significant gene expression changes observed in the diseased lacrimal glands (LGs) were evaluated using the “upstream regulator” analysis tool in the IPA software. **(A)** Top 20 dataset molecules predicted to majorly induce the gene expression changes in the diseased LGs during the early (8 weeks, top bar graph) and more advanced (16 weeks, bottom bar graph) stages of LG inflammation and hypofunction. Highly upregulated cytokines in the differential gene expression datasets such as *Tnf* (tumor necrosis factor alpha) and *Ifng* (interferon gamma); several transcription factors such as *Stat1* (signal transducer and activator of transcription 1), *Irf7*, or *Irf9* (interferon regulatory factors, IRFs); and toll-like receptors (TLRs) like *Tlr9* were most significantly predicted to drive the transcriptional changes observed in this study. The −log BH-adjusted *P*-values for the significance of each predicted “upstream” regulator are placed next to each bar. **(B)** Molecular mechanistic network of how upregulated/activated “upstream” regulators like TLRs and IRFs can work together as a network to elicit further gene expression changes, especially the upregulation of pro-inflammatory cytokines and interferons. **(C)** Molecular mechanistic network of how the activated/upregulated expression of these cytokines can also elicit further downstream transcriptional changes by activating other transcriptional factors.

The upregulation of selected upstream molecules, such as STAT1 and TLR9, identified to significantly drive the transcriptional changes occurring in the chronically inflamed LGs, was confirmed by immunofluorescence staining. Notably, STAT1 expression was highly detected specifically in the lymphocytic foci present in the LGs of NOR mice, which is absent in the control BALB/c LGs (**Figure 5A**). The pattern recognition receptor, TLR9, was highly expressed in the epithelium of both the diseased and control LGs; however, similar to the expression of STAT1, the expression of TLR9 was also highly detected in regions with substantial lymphocytic infiltration in the LGs of NOR mice (**Figure 5B**). 

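In whole LGs, Tlr9 (chromosome 9, 106222598 to 106226876) was a transcript of low level, with 2.48 ± 1.26 CPM (SD, n = 3) in NOR and 0.321 ± 0.135 CPM in BALB/c LGs at 8 weeks, and with 5.61 ± 2.55 CPM and 0.459 ± 0.248 CPM at 16 weeks. Transcripts in whole glands do not show which cells express a gene, and the immunostaining was not analysed here.

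**Figure D3:**
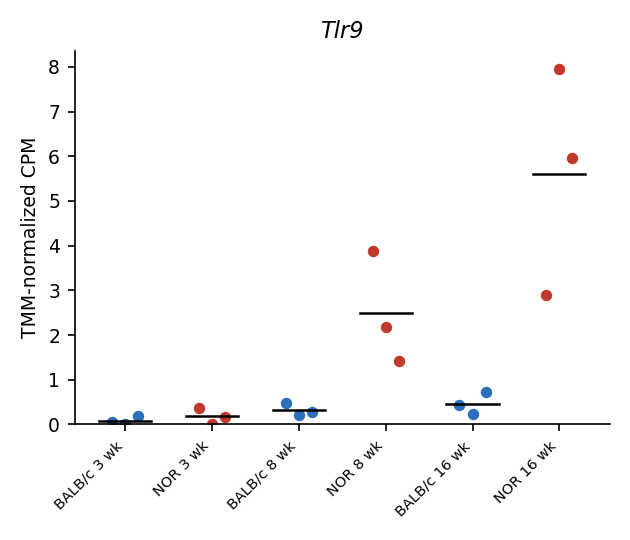
Tlr9 in normalized CPM in each LG library at 3, 8 and 16 weeks. Each point is a library, coloured by strain, and the black line is the mean of the 3 libraries of a group; the NOR mean rises from 2.48 to 5.61 CPM between 8 and 16 weeks.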

The high expression of both STAT1 and TLR9 in the lymphocytic infiltrates heavily present in diseased LGs from NOR mice, but absent in healthy glands from BALB/c animals, most likely explains the significant upregulation of STAT1 and TLR9 identified in our differential gene expression analysis.

**Figure 5:**
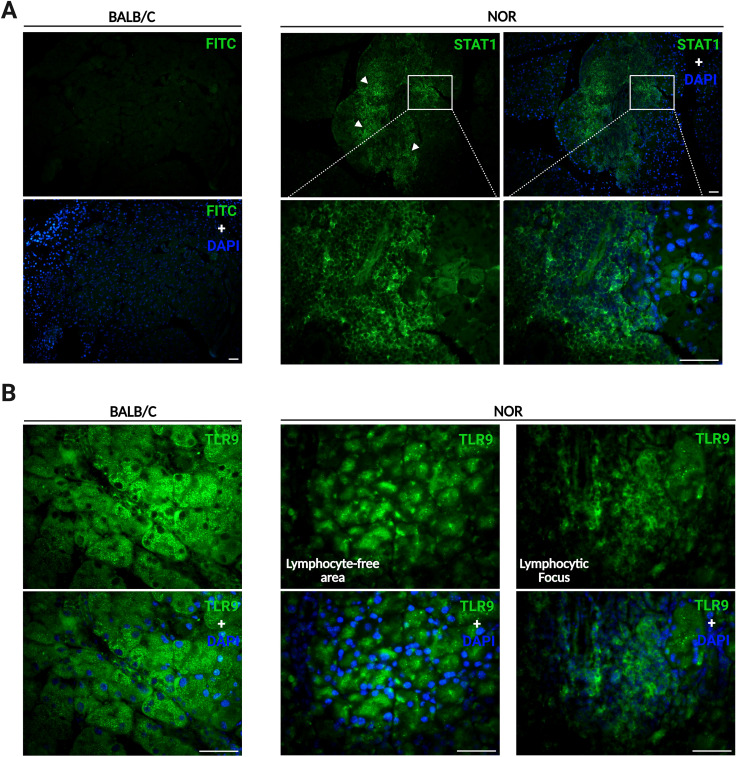
Differential spatial expression analysis of selected differentially expressed genes (DEGs) using immunofluorescence staining. The differential gene expression of selected molecules identified to act as major “upstream” molecular regulators driving the transcriptomic changes in the diseased lacrimal glands (LGs) was evaluated in immunostained LGs from 16- to 21-week-old NOR and BALB/c mice (*n* = 3 for both groups). **(A)** Representative immunofluorescence photomicrographs of signal transducer and activator of transcription 1 (STAT1) staining in BALB/c (left-side panels) and NOR (right-side panels) LG tissue sections. Arrowheads depict strong positive STAT1 staining in areas where lymphocytic foci are present in LG tissue sections of NOR mice. A higher magnification view of a lymphocytic focus is shown on the bottom right panels. Scale bars = 50 µm. **(B)** Representative immunofluorescence photomicrographs of toll-like receptor 9 (TLR9) staining in BALB/c (left-side panels) and NOR (right-side panels) LG tissue sections. TLR9 was also strongly detected in the lymphocytic infiltrates present in the LGs of NOR mice (right-side panels). Scale bars = 50 µm.

### 3.5 LG inflammation-induced transcriptional changes mainly impact biological processes involved in immune responses, but also in lipid metabolism and ion mobilization

The effects of the gene expression changes observed in the diseased LGs across our pairwise comparisons were further evaluated using the “diseases and functions analysis” tool in IPA. As expected, the most significantly affected downstream biological processes or functions were associated with the immune system and inflammatory responses. Specifically, functions involving the recruitment, migration, and activation of lymphocytes were repeatedly predicted to have significantly increased (both at 8 and 16 weeks), given the observed transcriptional changes in our experimental datasets (**Figure 6A**). 

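Among genes of lymphocyte activation, Cd79b had log2 fold changes of 6.65 between the strains at 16 weeks (standard error 0.504) and of 4.17 between the NOR ages (standard error 0.400). Cd3e was at least 6.07-fold higher in NOR LGs at 8 weeks and at least 49.3-fold higher at 16 weeks. Cd4 had 32.5 ± 14.3 CPM (SD, n = 3) in NOR and 0.601 CPM in BALB/c LGs of 16 weeks, a log2 fold change of 5.75 (standard error 0.326). Other genes changed less. Lyn had log2 fold changes of 0.74 and 1.24 at 8 and 16 weeks, Nfatc2 of 0.75 and 1.76, and Il6ra, the gene of the IL-6 receptor, of 1.14 and 1.74. The log2 fold change of Cd81 was 0.99 at 16 weeks (standard error 0.135, adjusted p = 6.87e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), below the cutoff. Nfatc2 at 8 weeks did not pass the adjusted p threshold with DESeq2, where its adjusted p was 0.0621. Cd40lg was below the low-count filter, with 53 counts in NOR and 2 in BALB/c LGs of 16 weeks.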

The temporal differential expression of dataset genes encoding some of the crucial molecules involved in the activation of lymphocytes, including T-cell receptor-cluster of differentiation 3 (CD3) complex molecules such as *Cd3e* (epsilon subunit) and *Cd3g* (gamma subunit); T-cell co-receptors such as *Cd8a* and *Cd8b* (CD8 alpha and beta chains), *Cd4*, and *Cd28*; B-cell co-stimulatory molecules like *Cd19*, *Cd40* (and its ligand *Cd40lg*), and *Cd81*, as well as other important molecules needed for the activation and development of T or B lymphocytes such as *Lck*, *Zap70*, *Lat*, *Lat2*, *Nfatc2*, *Lyn*, *Cd79a/Cd79b*, *Syk*, *Btk*, *Il4r*, and *Il6r*, is presented in **Figure 6B** (left-side heatmap).

**Figure 6:**
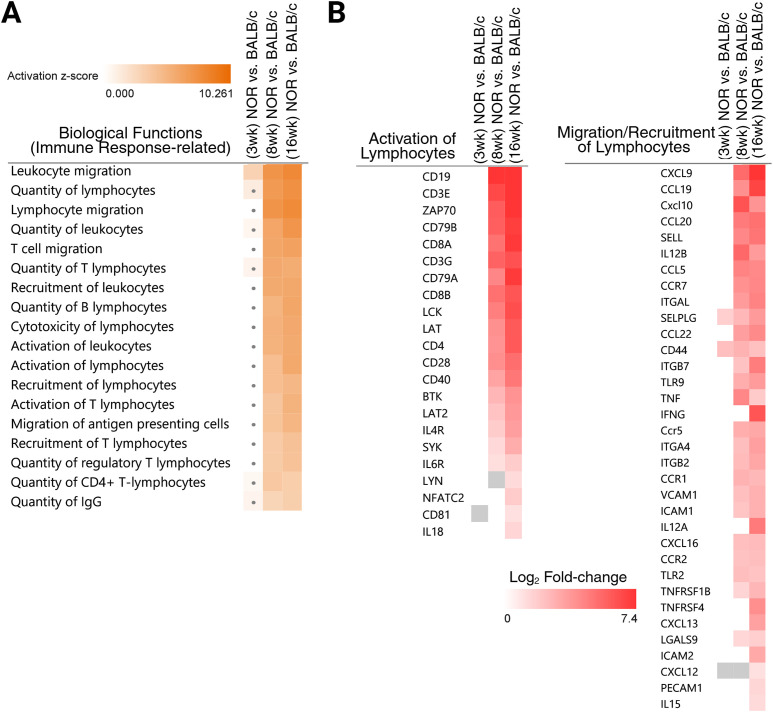
Comparison heatmap of altered biological functions related to a heightened lymphocytic activity. Biological processes/functions significantly impacted by the differential gene expression patterns identified in the diseased LGs when compared to control samples were assessed and compared across the three studied timepoints. **(A)** Heatmap comparing the activation of some selected biological functions, which were mainly related to an increased lymphocytic activity and immune response, across the 3-, 8-, and 16-week NOR versus BALB/c comparisons. Individual biological functions not significantly activated (with *z*-scores not above the ≥ 2 threshold) at a particular timepoint are shown with a “dot” mark in the heatmap square. **(B)** Heatmap comparing the differential expression of selected genes (red squares depict upregulation) that play key roles in the activation (left side heatmap) and the overall migration/recruitment (right side heatmap) of lymphocytes. Genes that were not differentially expressed between the LGs of NOR mice compared to BALB/c controls at a specific timepoint have an empty or “white” heatmap square space. A gray heatmap square depicts that the gene was in the differential expression dataset but did not pass the set fold-change cutoff (absolute log_2_ fold-change ≥ 1). Heatmaps were generated using the IPA “diseases and functions” comparison analysis tool.

Similarly, a heatmap displaying the temporal upregulated expression level of genes encoding some of the key molecules contributing to the migration and recruitment of lymphocytes is also presented in **Figure 6B** (right-side heatmap). This includes genes encoding selectin-related molecules such as *Sell* and *Selplg*; integrins such as *Itgb7*, *Itgb2*, *Itga4*, *Itgal*, *Itgb1*, and other adhesion molecules like *Icam1*, *Icam2*, *Vcam1*, and *Pecam1*; chemokines and their receptors such as *Ccl19*, *Ccl5*, *Ccl20*, *Cxcl9*, *Cxcl10*, *Ccr7*, *Ccr5*, and *Ccr1* (among others); cytokines such as *Il12b*, *Il12a*, *Il15*, *Tnf*, and *Ifng*; and other molecules like *Tlr9*, *Tlr2*, *Tlr1*, *Tnfrsf1b*, *Tnfrsf4*, and *Cd44*. 

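Selplg had log2 fold changes of 1.69 at 3 weeks (standard error 0.534, adjusted p = 0.0386 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 2.61 at 8 weeks (standard error 0.323) and 3.61 at 16 weeks (standard error 0.299). Cd44 had a log2 fold change of 2.30 at 3 weeks (standard error 0.641, adjusted p = 0.0193) and of 2.79 and 2.25 at 8 and 16 weeks. The 3-week calls of Selplg and Cd44 were lost when the parotid marker level was added as a covariate, with adjusted p of 0.114 and 0.0903, a setting chosen after seeing the data. Cxcl9 rose from a log2 fold change of 5.28 at 8 weeks (standard error 0.653) to 7.18 at 16 weeks (standard error 0.604), and Itgb7 from 2.19 to 4.61. Cxcl10 was at least 19.2-fold higher in NOR LGs at 8 weeks and had a log2 fold change of 3.74 at 16 weeks (standard error 0.617). Pecam1 and Icam2 were called at 16 weeks, with log2 fold changes of 1.44 (standard error 0.194) and 3.10 (standard error 0.493). Ccl19 was at least 41.5-fold higher in NOR LGs at 16 weeks. Itgb1 had a log2 fold change of 0.46 at 16 weeks, below the cutoff.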

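Of 22 tested genes of lymphocyte activation, 0 were called as differentially expressed at 3 weeks, where 1 had an unadjusted p under 0.05, while 19 were called at 8 weeks and 21 at 16 weeks. Of the 32 tested genes of lymphocyte migration, 2 were called at 3 weeks, 27 at 8 weeks and 32 at 16 weeks, in each case as upregulated. Because the paper selected these genes for being differentially expressed in the same data, the counts at 8 and 16 weeks show no stability. In NOR LGs, the mean CPM was higher at 16 than at 8 weeks for all 22 activation and all 32 migration genes, and 20 and 22 of them were called as upregulated between these ages. In BALB/c LGs, the log2 fold change from 8 to 16 weeks was also above 0 for 21 of 22 and 27 of 32, of which 0 and 1 were called, with 5 and 11 at an unadjusted p under 0.05. The log2 fold change between the strains was larger at 16 than at 8 weeks for 19 of 22 and 25 of 32. When this difference between the ages was itself tested as an interaction from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2 activation and 5 migration genes passed both cutoffs.

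**Figure D4:**
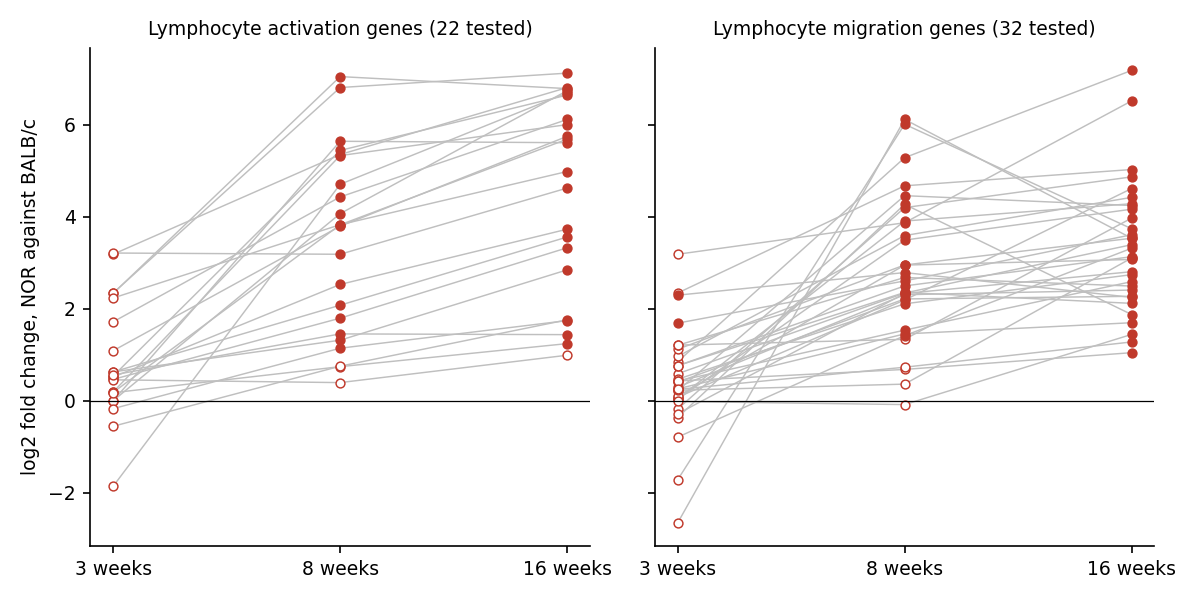
Log2 fold changes between NOR and BALB/c LGs of the tested genes of lymphocyte activation and migration at 3, 8 and 16 weeks. Each point is a gene; folds of genes at near-zero counts in BALB/c LGs are set by the floor of the depth and not by a measured level.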

As shown in the heatmaps, most of the genes presented were not differentially expressed at 3 weeks, and their expression levels often increased from the 8- to the 16-week timepoint, which is in line with the progression of inflammation observed histologically in this murine model.

Various lipid biosynthesis/metabolism-related processes were also presently predicted to increase in our analysis, particularly the biosynthesis of polyunsaturated fatty acids such as eicosanoids, in LGs with more advanced (at the 16-week timepoint) autoimmune dacryoadenitis (**Figure 7A**). Altered lipid metabolism and homeostasis has been previously identified and reported in the LGs of Sjogren-associated DED murine models (31–34). Several genes encoding molecules that participate in the synthesis of different eicosanoid subtypes were dysregulated in our DEA dataset. 

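Of the PGE2 receptor genes, Ptger4 had a log2 fold change of 2.63 at 8 weeks (standard error 0.611, adjusted p = 0.00294 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and of 3.16 at 16 weeks (standard error 0.468, adjusted p = 1.82e-05). Ptger1 had log2 fold changes of 0.52 (standard error 0.149, adjusted p = 0.0126) and 0.79 (standard error 0.145, adjusted p = 0.000162), both below the cutoff. Ptger2 was near the smallest level that the depth could show. At 8 weeks it was at least 1.32-fold higher in NOR LGs, with an adjusted p of 0.0507, which fell to 0.0376 with DESeq2. At 16 weeks it was at least 10.2-fold higher (adjusted p = 0.000414).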

Specifically, genes encoding three out of the four prostaglandin E_2_ (PGE_2_) G protein-coupled receptors (35) (*Ptger1*, *Ptger2*, and *Ptger4*) were upregulated at both the 8- and 16-week pairwise comparisons. Additionally, genes such as *Tbxas1* (thromboxane A synthase 1) and *Tbxa2r* (thromboxane A2 receptor), which encode molecules involved in the synthesis of thromboxane A_2_ (another main prostanoid/eicosanoid member), were also significantly upregulated in the 16-week NOR LGs. 

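Tbxas1 had log2 fold changes of 1.73 at 8 weeks (standard error 0.419, adjusted p = 0.00404 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.38 at 16 weeks (standard error 0.378, adjusted p = 3.81e-05). Tbxa2r was below the low-count filter, with 51 counts over the 3 NOR libraries and 5 over the 3 BALB/c libraries of 16 weeks, and was at least 7.03-fold higher in NOR LGs. With no low-count filter, its adjusted p at 16 weeks was 0.000504.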

The differential expression results of these genes and others involved in the synthesis of different eicosanoid/prostaglandin subtypes are selectively presented in **Supplementary Table 4**.

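Among the other genes listed, Ptges was called as upregulated at 3 weeks (adjusted p = 2.23e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and had a log2 fold change of 0.54 at 8 weeks. Ptgir had log2 fold changes of 2.11 at 8 weeks (standard error 0.511) and 1.77 at 16 weeks (standard error 0.425). Ptgds was at least 3.39-fold lower in NOR LGs at 8 weeks and at least 4.13-fold lower at 16 weeks. Ptgfrn had a log2 fold change of 0.47 at 8 weeks and Ptgs1 of 0.88 at 16 weeks (standard error 0.251), both below the cutoff. Ptgs2 and Cysltr2 were below the low-count filter. At 16 weeks, Ptgs2 had 11 counts in NOR and 55 in BALB/c LGs, and Cysltr2 had 35 and 1.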

**Figure 7:**
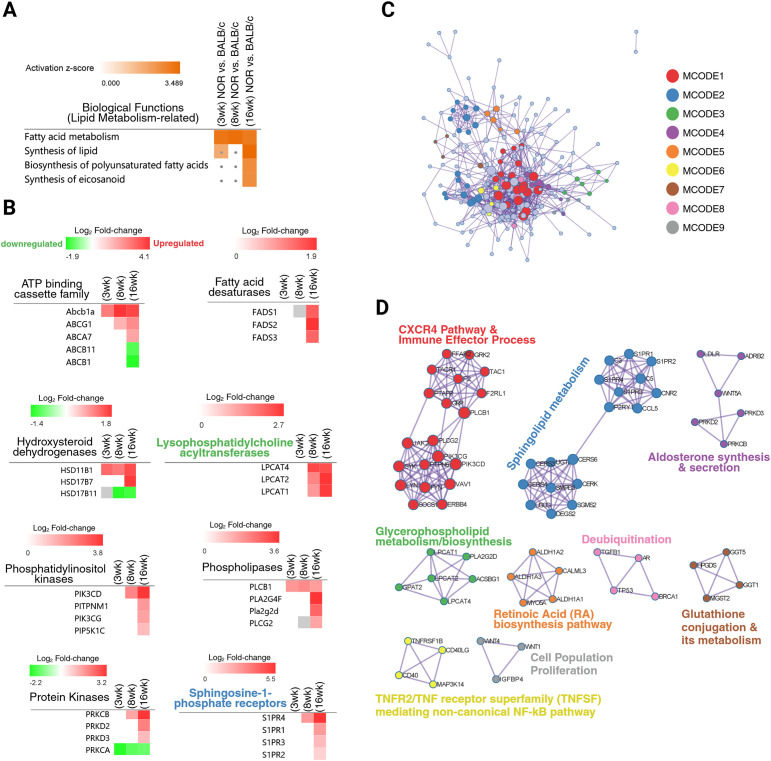
Additional impacted biological functions suggest altered lipid biosynthesis/metabolism in the diseased lacrimal glands. **(A)** Heatmap comparing the significant (B-H adjusted *P*-value ≤ 0.05) activation (*z*-score ≥ 2) of impacted biological processes related to lipid synthesis and metabolism. Particular biological functions not affected or not significantly predicted to be activated at a specific timepoint comparison are marked with a dot in the heatmap. **(B)** Heatmaps comparing the differential expression of multiple genes encoding molecules that belong to the same family/group and that were predicted to positively impact lipid synthesis processes. Red and green heatmap colors represent upregulation and downregulation, respectively, of that particular gene across the compared differential expression datasets. Genes not differentially expressed at a particular timepoint have an empty or “white” heatmap square space. A gray heatmap square depicts that the gene was in the differential expression dataset but did not pass the set fold-change cutoff (absolute log_2_ fold-change ≥ 1). Heatmaps were generated using the IPA “diseases and functions” comparison analysis tool. **(C)** Protein–protein interaction network map of all 234 differentially expressed genes involved in the “synthesis of lipid” biofunction (based on the IPA curated Knowledgebase). **(D)** Identified and separated densely connected clusters based on functional similarities. The most significantly enriched ontology or pathway term for each cluster is shown. The protein–protein network map and term enrichment annotation presented in **(C, D)** were generated using Metascape (metascape.org).

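Of the transcripts listed in Supplementary Table 5, 229 were found by symbol in the count table, and 215 of these passed the low-count filter. At 16 weeks, 213 were called as differentially expressed, 153 upregulated and 60 downregulated in NOR LGs, and all 215 had the paper's direction. At 8 weeks 103 and at 3 weeks 29 of them were called. The list was selected by the paper from the same data, so the 16-week count shows no stability. The glmTreat setting gave 129, 47 and 9 calls at 16, 8 and 3 weeks. Between NOR LGs of 8 and 16 weeks, 86 of the genes were called from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 82 of them as upregulated.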

While investigating the DEGs (234 transcripts, provided in **Supplementary Table 5**) reported to significantly increase lipid synthesis activities in the diseased LGs at 16 weeks (as shown in **Figure 7A**), we identified several genes encoding multiple molecules belonging to the same family/subclass. 

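Of the ATP-binding cassette genes, Abcg1 had log2 fold changes of 1.52 at 8 weeks (standard error 0.270, adjusted p = 0.000291 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.27 at 16 weeks (standard error 0.251, adjusted p = 5.85e-07), and Abca7 one of 1.76 at 16 weeks (standard error 0.240, adjusted p = 6.91e-06). Abcb1a rose in NOR LGs by a log2 fold change of 2.62 at 3 weeks (standard error 0.163) and 4.08 at 8 weeks (standard error 0.164). Its paralog Abcb1b, which carries the paper's symbol Abcb1, fell by 1.87 on the log2 scale at 16 weeks (standard error 0.478, adjusted p = 0.00306). The opposite directions of the paralogs were not tested for reads shared between them. For Abcb11, the log2 fold change was −1.53 at 16 weeks (standard error 0.504, adjusted p = 0.0164), and between −1.99 and −0.86 when each library was left out in turn. Without the second NOR replicate, its adjusted p was 0.178.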

Specifically, the analyzed genes encoding various ATP-binding cassette subfamily members, some of which are known to act as lipid transporters (34), were differentially expressed in our dataset: *Abca7*, *Abcb1a*, and *Abcg1* were upregulated, while *Abcb1* and *Abcb11* were downregulated (**Figure 7B**). Other DEGs encoding multiple molecules that fall under the same group and are predicted to impact lipid synthesis included the following: fatty acid desaturases 1–3 (*Fads1*, *Fads2*, and *Fads3*), hydroxysteroid dehydrogenases (*Hsd11b1*, *Hsd17b11*, *Hsd17b7)*, lysophosphatidylcholine acyltransferases (*Lpcat1*, *Lpcat2*, *Lpcat4*), phosphatidylinositol kinases (*Pik3cd*, *Pik3cg*, *Pip5k1c*, and the gene for the phosphatidylinositol transfer protein membrane associated 1 molecule, *Pitpnm1*), phospholipases (*Pla2g2d*, *Pla2g4f*, *Plcb1*, and *Plcg2*), protein kinases (*Prkca*, *Prkcb*, *Prkd2*, and *Prkd3*), and sphingosine-1-phosphate receptors (*S1pr1*, *S1pr2*, *S1pr3*, and *S1pr4*) (the temporal differential expression of these genes is shown in the heatmaps presented in **Figure 7B**). 

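Of the 30 genes in the families shown, 29 passed the low-count filter. They were called in 4 cases at 3 weeks, in 12 at 8 weeks and in 29 at 16 weeks, 25 upregulated and 4 downregulated at the last age. With glmTreat, 5 were called at 8 weeks and 19 at 16 weeks. Prkcb had a log2 fold change of 3.12 (standard error 0.267, adjusted p = 3.10e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and S1pr4 of 5.33 at 16 weeks. Differences of some genes were present at 3 weeks. Prkca had log2 fold changes of −2.11 (standard error 0.171), −1.60 and −1.52 at 3, 8 and 16 weeks, and Plcb1 of 1.81, 2.07 and 1.66. Hsd17b11 was at −0.98, −1.31 (standard error 0.141) and −1.21 (standard error 0.141). Fads3 had a log2 fold change of 1.37 at 16 weeks (standard error 0.503, adjusted p = 0.0296), and its adjusted p was above the threshold in 4 of the 6 fits that each left out one library. Pla2g4f was below the low-count filter, with 35 counts in NOR and 3 in BALB/c LGs of 16 weeks.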

The gene expression level of *Abcg1* has been shown to be significantly higher (5.20-fold increase) in the LGs of 12-week-old male NOD mice when compared to matched BALB/c controls (34) and also upregulated in injured murine LGs injected with IL-1α in comparison to uninjured glands (32). Additional DEGs in our analysis encoding important molecules that participate in the transport and homeostasis of cholesterol and/or other lipid-mediated signaling processes, and whose upregulated expression in diseased or injured LGs has also been reported in SjD mouse models, such as *Apoe*, *Ldlr*, and *Ptafr* (32, 34), were also present in our datasets (**Supplementary Figure 5**). 

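Apoe (chromosome 7, 19696244 to 19699166) had 411.3 ± 51.7 CPM (SD, n = 3) in NOR and 118.9 ± 17.9 CPM in BALB/c LGs of 16 weeks. Its log2 fold change was 1.33 at 8 weeks (standard error 0.152, adjusted p = 2.86e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.79 at 16 weeks (standard error 0.153, adjusted p = 3.10e-08). Ptafr had log2 fold changes of 1.31 at 8 weeks (standard error 0.343, adjusted p = 0.00735) and 2.23 at 16 weeks (standard error 0.333, adjusted p = 1.98e-05).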

Taken together, these findings suggest that these lipid transporter/signaling encoding genes are highly modulated in response to inflammatory stimuli.

To further characterize and examine the class of lipids and potential lipid-mediated biological processes being altered by the up- or downregulation of the DEGs involved in the increased “synthesis of lipid” biofunction, the list of 234 genes was uploaded to Metascape (metascape.org), and protein–protein interaction enrichment analysis was conducted through interrogation of several databases (STRING, BioGrid, OmniPath, InWeb_IM) (36). The resulting molecular physical interactions (physical score > 0.132) formed are shown in a network map (**Figure 7C**). Consistent with the results obtained from the IPA diseases and function comparison analysis, the overall topmost enriched pathways or ontology terms in the network were mainly related to the biosynthesis and metabolism of lipids (not shown). Densely connected network components with functional similarities were further identified and separated into independent clusters by the Molecular Complex Detection (MCODE) algorithm. The top 3 enriched terms for the resulting nine separate clusters are shown in **Figure 7D**. Notably, the most densely connected cluster (red-colored nodes) contained dataset genes associated with cellular-mediated immune response processes, reinforcing the idea of a close interplay between lipid metabolism and the development and/or progression of chronic LG inflammation. Also notably, the second most (blue-colored nodes) and third most (green-colored nodes) highly connected clusters were most significantly enriched in functions related to the metabolism of sphingolipids and glycerophospholipids, respectively. This suggests that in addition to the altered lipid efflux and cholesteryl ester deposition identified in the inflamed LGs of Sjogren-related DED mice (34), changes in glycerophospholipid and sphingolipid-based activities may also be occurring in these glands. However, further lipidomic-based studies are needed to functionally validate these lipidome alterations in diseased LGs and elucidate how these lipid metabolic changes may be contributing to autoimmune LG inflammation and hypofunction.

Lastly, in addition to processes directly involved in activating and mounting immune responses or regulating the biosynthesis of lipids and lipid-based cellular signaling processes, several functions involving the flux/mobilization of cations, mainly Ca^2+^, were also predicted to increase in the diseased 8- and 16-week NOR LGs when compared to their age-matched healthy controls (**Supplementary Figure 6**). 

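Cxcr4 (chromosome 1, 128588199 to 128592299), a chemokine receptor gene whose product mobilizes Ca2+, had 20.7 ± 12.2 CPM (SD, n = 3) in NOR and 1.42 ± 0.227 CPM in BALB/c LGs of 16 weeks. Between the strains, its log2 fold change was 2.19 at 8 weeks (standard error 0.602, adjusted p = 0.00986 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 3.86 at 16 weeks (standard error 0.438, adjusted p = 7.89e-07). Without the first NOR replicate, the 8-week adjusted p was 0.0684. The gene of its ligand, Cxcl12, had log2 fold changes of 0.43 at 3 weeks (standard error 0.109), 0.68 at 8 weeks (standard error 0.106) and 1.05 at 16 weeks (standard error 0.104, adjusted p = 1.73e-07), of which only the last passed the fold-change cutoff.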

Many of the DEGs (especially the multiple upregulated chemokines and cytokines) in our dataset can modulate the mobilization of Ca^2+^ (**Supplementary Figure 6**) and, thus, greatly influence intracellular signaling processes, as Ca^2+^ plays critical roles as a second messenger molecule and is crucial for the activation and function of T and B lymphocytes (37, 38). Therefore, the differential expression of this set of genes known to increase the mobilization and overall flux of Ca^2+^ highlights another important mechanism (enhanced calcium signaling), potentially modulating the overactive immune and inflammatory responses occurring in the LGs of our Sjogren-associated DED mouse model.

### 3.6 Confirmation of differential gene expression results using multi-omics comparison analysis

To confirm the differential expression of the identified genes presented in this RNA-seq-based transcriptomic analysis, we sought to compare our differential gene expression results with previously published, publicly available transcriptomic datasets from studies comparing the transcriptome changes in diseased LGs from NOD.H-2b mice (another mouse model of SjD and dacryoadenitis) versus BALB/c controls (33), the transcriptional changes in human parotid SGs from patients with a positive biopsy for primary SjD versus biopsy-negative non-SjD sicca patients (39), and our published study on the proteomic changes between the LGs of diseased NOR mice versus BALB/c controls (17). As shown in the heatmap presented in **Figure 8A**, the activation of highlighted canonical pathways, such as the “pathogen-induced cytokine storm signaling,” Th1 and Th2 pathways, the signaling cascade mediated by TLR, and the activation of the JAK/STAT signaling pathway, was also confirmed (at the mRNA level) to predictively occur in the LGs of the compared alternative SjD mouse model and in the parotid SGs of SjD-positive patients when compared to their respective healthy counterparts.

**Figure 8:**
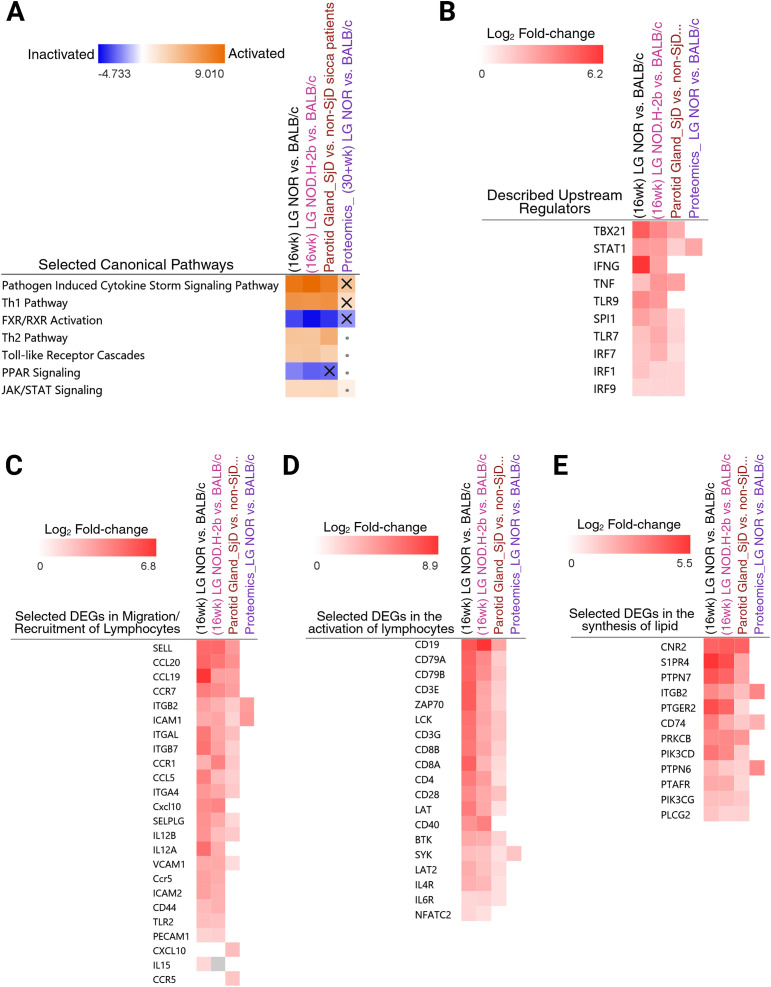
Confirmation of selected enriched canonical pathways, predicted “upstream” regulators, and dysregulated dataset genes. **(A)** Heatmap comparing the predicted activation or inactivation of selected canonical pathways that were significantly enriched in our analysis. All of the presented pathways were also significantly predicted to be activated (*z*-score ≥ 2, orange-colored squares) or inhibited (*z*-score ≤ 2, blue-colored squares) based on the transcriptional changes identified in diseased lacrimal glands (LGs) of another Sjogren’s disease (SjD) mouse model (NOD.H-2b mice) when compared to BALB/c controls. A similar activation or inactivation activity was also predicted when comparing our differential gene expression dataset (for the 16-week pairwise comparison) to differentially expressed genes reported between the parotid salivary glands of SjD-positive versus SjD-negative sicca patients. Pathways not significantly predicted to be activated are marked with a “dot,” while those pathways not significantly enriched in a particular dataset are marked with an “x.” **(B)** Heatmap showing the differential expression pattern of key discovered genes acting as “upstream” regulators driving the general gene expression changes in the diseased LGs. Most of these genes were also similarly upregulated (red-colored squares) in the different transcriptomic datasets used for comparison. Heatmaps comparing and confirming the differential gene expression (upregulation) of many key identified genes contributing to the migration and recruitment of lymphocytes **(C)**, lymphocyte activation **(D)**, and those involved in the synthesis of the lipid network **(E)**.

Similarly, the upregulation of select DEGs in our dataset predicted to act as the major upstream regulators driving the differential expression, such as *Tnf*, *Stat1*, *Tbx21*, *Tlr7*, and several IRFs, was also observed in the compared transcriptomic analyses—with STAT1, in particular, also found to be upregulated at the protein level in the chronically inflamed LGs (**Figure 8B**). Heatmaps comparing and confirming the upregulation of select transcripts involved in the described increased migration and recruitment of lymphocytes, lymphocyte activation, and lipid synthesis, across the mentioned SjD mouse and human differential expression datasets, are shown in **Figures 8C–E**, respectively. 

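At 16 weeks, Icam1 had a log2 fold change of 2.74 (standard error 0.343, adjusted p = 2.59e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Itgb2 of 3.13 (standard error 0.289, adjusted p = 7.20e-08) and Syk of 2.85 (standard error 0.226, adjusted p = 1.26e-08) in NOR against BALB/c LGs. The paper's protein log2 fold changes in Supplementary Table 6 are 3.43 for ICAM1, 3.25 for ITGB2 and 2.52 for SYK. The mass spectrometry data behind them were not analysed here.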

Notably, the upregulated expression of the presented molecules such as ICAM1 (intercellular adhesion molecule 1), ITGB2 (integrin subunit beta 2), and SYK (spleen associated tyrosine kinase) was similarly observed at the protein level in chronically inflamed LGs from NOR mice when compared to healthy controls (last heatmap column in **Figures 8C, D** with text highlighted in purple). The complete list of DEGs (in the 16-week pairwise comparison) for which the downstream translated protein molecules were commonly identified to be dysregulated in our previous proteomic study of diseased NOR LGs versus BALB/c controls (17) is provided in **Supplementary Table 6**. 

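Supplementary Table 6 lists 348 genes with the paper's protein log2 fold changes, and 325 of these passed the low-count filter in the RNA-seq libraries. At 16 weeks, the RNA log2 fold change had the direction of the paper's protein value for 289 of the 325, with 209 higher and 80 lower in NOR LGs at both levels. RNA was lower and the protein higher for 32 genes, and the reverse held for 4. Of the 325, 316 had an adjusted p of at most 0.05, and 108 also passed the fold-change cutoff, of which 103 had the protein's direction. Across these genes, which are not independent replicates, Pearson's r between RNA and protein was 0.672 and Spearman's rho 0.754. The table holds genes that the paper found changed at both levels, so the share with one direction is not that of all proteins measured.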

Together, and in addition to confirming the dysregulated expression of the emphasized genes, these comparison analyses also reinforce the usefulness of the presented SjD mouse models in understanding and investigating the underlying mechanisms of Sjogren-associated exocrine gland dysfunction, as many of the detected transcriptional changes closely translate to those observed in human patients.

### 3.7 Potential molecular mechanistic networks of DEGs contributing to increased lymphocyte homing and activity in the diseased LGs

We next sought to examine the potential underlying molecular mechanisms impacting biological processes that are key characteristic features of Sjogren-associated LG inflammation by algorithmically connecting “upstream” molecular regulators to DEGs in our dataset that have been reported to affect the downstream biological function or phenotype. An important “upstream” regulator that was repeatedly found in many of the computed mechanistic networks was the interleukin *Il18*. A mechanistic network depicting how the activation or upregulation of *Il18* (log_2_ fold-change = 1.46, adj. 

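Il18 (chromosome 9, 50565368 to 50581837) had 1.76 ± 0.632 CPM (SD, n = 3) in NOR and 0.665 ± 0.0559 CPM in BALB/c LGs of 16 weeks. Its log2 fold change was 1.45 at 8 weeks (standard error 0.487, adjusted p = 0.0319 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.44 at 16 weeks (standard error 0.379, adjusted p = 0.00383). At 8 weeks its adjusted p was 0.0723 with DESeq2, and without the second NOR replicate of 16 weeks it was 0.0521 at that age. Il18r1, which encodes a subunit of its receptor, had a log2 fold change of 2.47 at 16 weeks (standard error 0.354, adjusted p = 1.23e-05). Of the 22 genes shown downstream of Il18, 19 passed the low-count filter, and all 19 were called as upregulated at 16 weeks.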

*P*-value = 0.01 at 16 weeks) in our disease model affects the expression of DEGs in our dataset, which may increase biological functions such as the interaction and binding of lymphocytes and the migration of dendritic cells, is shown in **Figure 9A**. Additionally, another activated or upregulated (log_2_ fold-change = 0.33, adj. *P*-value = 0.03 at 8 weeks and log_2_ fold-change = 0.46, adj. *P*-value = 4.59E−4 at 16 weeks) “upstream” molecule particularly highlighted to contribute to the homing of lymphocytes through its effects on downstream DEGs was the innate immune signal transduction adaptor—myeloid differentiation primary response 88 (MYD88) (**Figure 9B**). 

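Myd88 (chromosome 9, 119335988 to 119340040) had 16.3 ± 0.264 CPM (SD, n = 3) in NOR and 12.7 ± 0.877 CPM in BALB/c LGs of 8 weeks, and 18.6 ± 1.68 CPM and 13.9 ± 1.47 CPM at 16 weeks. The log2 fold change was 0.36 at 8 weeks (standard error 0.101, adjusted p = 0.0122 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.43 at 16 weeks (standard error 0.0985, adjusted p = 0.00129), below the fold-change cutoff at both ages. When each library was left out in turn, 3 of the 6 fits put the 8-week adjusted p above the threshold. Of the 16 genes shown downstream of Myd88, 15 passed the low-count filter. They were called as upregulated in 11 cases at 8 weeks and in 15 at 16 weeks. At 3 weeks, 1 of the 15 was called, against 0 with glmTreat. Cd86, which is not counted among the 15, was called at 3 weeks, with a log2 fold change of 2.82 (standard error 0.317, adjusted p = 3.11e-06).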

Particularly, IL-18 binding and signaling can also activate MYD88 and induce downstream activation of NF-κB (40), and MYD88 is an important protein for TLR and IL1R-mediated signaling (41). Therefore, elevated levels and binding of IL-18 and activation of MYD88 are potentially key molecular mechanisms driving or enhancing the infiltration of lymphocytes into the affected chronically inflamed LGs. Camoteskimab is an anti-IL-18 monoclonal antibody (mAb) (42) (dotted square in **Figure 9A**) that is in clinical trials for the treatment of other inflammatory conditions such as atopic dermatitis (43).

**Figure 9:**
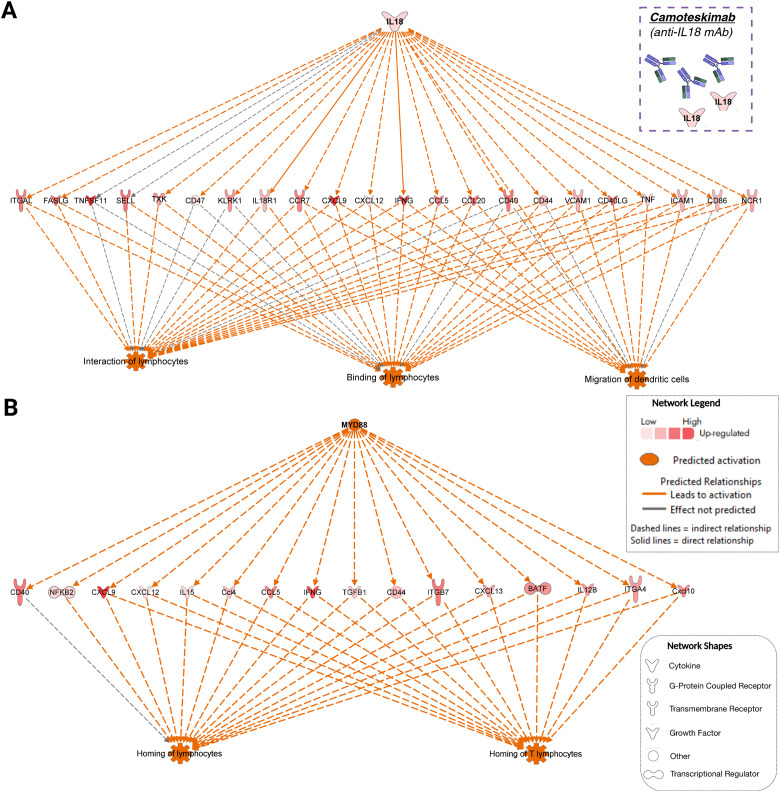
Potential molecular mechanisms contributing to the enhanced infiltration of lymphocytes and autoimmune response observed in the diseased lacrimal glands. **(A)** Molecular mechanistic network depicting how the upregulation of IL-18 (interleukin 18) (shown at the top of the network as an “upstream” regulator) can induce the downstream upregulation or activation of several molecules (upregulated dataset genes, shown at the middle of the network) that have been previously reported to increase lymphocyte cell-to-cell interactions, lymphocyte binding, or the migration of other immune cells such as dendritic cells. **(B)** Mechanistic network depicting how activated MYD88 (myeloid differentiation primary response 88) can induce the upregulation of multiple dataset molecules that have been demonstrated to increase the homing of lymphocytes. Mechanistic networks and molecule-to-molecule predicted activity relationships were algorithmically generated from manually curated scientific literature findings in the IPA Knowledgebase.

## 4 Discussion

In the present study, RNA-seq was used to analyze the transcriptomic profiles of inflamed LGs from a Sjogren’s disease murine model and to compare them with the gene expression profiles of healthy LGs from a wild-type control group. Results from the differential gene expression analysis of diseased LGs at 3, 8, and 16 weeks versus age-matched control samples were uploaded to the QIAGEN IPA software and further analyzed to investigate the potential main molecular mechanisms and biological processes driving the development and overall pathophysiology of chronic LG inflammation in Sjogren-associated DED. Our RNA-seq datasets and their downstream biological analyses revealed the differential expression of several genes involved in progressively increasing the movement and trafficking of immune cells into the LG while also highlighting the up- or downregulation of signaling pathways involved in the modulation of immune responses and inflammation.

Based on our differential gene expression analyses, the most significantly altered pathways in the diseased LGs of NOR mice were primarily related to immune system processes involving cellular immune responses and cytokine-mediated signaling pathways. In particular, the cytokine storm signaling pathway in response to pathogens was the most significantly positively enriched canonical pathway identified in our analysis. The very strong positive enrichment of these pathways is supported and driven by the vast number of chemokines and cytokines that were found to be upregulated in diseased LGs when compared to healthy controls. 

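Of the 39 chemokine genes in the count table, 26 passed the low-count filter. At 8 weeks 20 were called, 18 upregulated and 2 downregulated in NOR LGs, and at 16 weeks 18, with 17 upregulated and 1 downregulated. At 3 weeks 1 was called. These genes were taken from the annotation by symbol and not from the paper's calls, and adjusting over the 26 alone also gave 20, 18 and 1 calls at 8, 16 and 3 weeks. Leaving out genes with a mean below 1 CPM reduced the 8-week count to 13. Cxcl13, a B-cell chemoattractant gene, had log2 fold changes of 1.41 at 8 weeks (standard error 0.431, adjusted p = 0.0190 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 3.32 at 16 weeks (standard error 0.368, adjusted p = 6.30e-07), the former with an adjusted p of 0.0625 under DESeq2. Of 19 chemokine receptor genes, 14 were tested, and 12 at 8 weeks and 11 at 16 weeks were called, each as upregulated. Of 47 genes with interleukin-like symbols, which include receptor genes such as Il18r1, 17 were tested. At 8 and 16 weeks, 8 and 10 of these were called, 1 of them as downregulated at each age.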

Cytokine storm defines the phenomenon of significantly elevated levels of circulating chemokines, cytokines, and interferons and, as in SjD, is characterized by the overactivation of immune cells, which results in substantial inflammation and tissue damage (44, 45). In addition to the numerous immune cells that secrete chemokines and cytokines, endothelial and epithelial cells have also been described to produce such inflammatory stimuli. In particular, SG ductal epithelial cells can secrete chemokines, pro-inflammatory cytokines, and damage-associated molecular patterns (DAMPs), thus also contributing to the recruitment and activation of inflammatory cells (46).

Besides highly upregulated cytokine molecules in our datasets such as *Ifng* and *Tnf*, which were the most significantly predicted “upstream” regulators driving most of the transcriptomic changes observed in our differential expression datasets, multiple toll-like receptors (TLRs) upregulated in the diseased LGs when compared to healthy controls were also identified as significant molecular regulators driving the downstream differential expression. TLRs are pattern recognition receptors (PRRs) crucial for recognizing pathogen-associated molecular patterns (PAMPs) and DAMPs, inducing both innate and adaptive immune responses (29, 30, 44, 47). Upon recognition of DAMPs, TLRs activate downstream signaling pathways, leading to the release of chemokines, cytokines, interferons, and reactive oxygen species (44). In particular, *Tlr1*, *Tlr2*, *Tlr3*, *Tlr6*, *Tlr7*, *Tlr8*, *Tlr9*, *Tlr11*, *Tlr12*, and *Tlr13* were all upregulated in our 8- and/or 16-week pairwise comparisons. In addition to TLRs, other main PRRs including several c-type lectin receptors (*Clec2d*, *Clec7a*, *Clec9a*, and *Clec5a*, among others) and NOD-like receptors (*Nod1*, *Nod2*, *Nlrc4*, and *Nlrp3*, among others) were also significantly upregulated in the LGs of NOR mice compared to controls. 

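All 10 of these genes passed the low-count filter, and 9 were called as upregulated at 8 weeks and 9 at 16 weeks. Tlr6 was called at 16 weeks only, with a log2 fold change of 1.80 (standard error 0.302, adjusted p = 6.81e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Tlr3 at 8 weeks only. Tlr13 had log2 fold changes of 2.96 at 8 weeks (standard error 0.313, adjusted p = 1.03e-06) and 2.24 at 16 weeks (standard error 0.264, adjusted p = 1.25e-06). Tlr12 was at least 5.48-fold higher in NOR LGs at 8 weeks and had a log2 fold change of 4.15 at 16 weeks (standard error 0.614, adjusted p = 1.78e-05). Tested as an interaction, the strain difference changed between 8 and 16 weeks past both cutoffs for 0 of the 10 and at an unadjusted p under 0.05 for 3.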

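Clec2d had log2 fold changes of 0.98 at 3 weeks (adjusted p = 0.000943 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.15 at 8 weeks, and its adjusted p at 16 weeks was 4.17e-07. At 16 weeks, Clec7a was at 2.39 (standard error 0.364, adjusted p = 2.44e-05) and Nlrp3 at 2.32 (standard error 0.396, adjusted p = 8.19e-05). Nlrc4 had a log2 fold change of 1.64 at 16 weeks (standard error 0.501, adjusted p = 0.0102), with an adjusted p of 0.123 without the second NOR replicate, and it was not called at 8 weeks (adjusted p = 0.118). Nod1 had log2 fold changes of 0.70 (standard error 0.180, adjusted p = 0.00635) and 0.62 (standard error 0.173, adjusted p = 0.00614) at 8 and 16 weeks, both below the fold-change cutoff.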

The upregulation of these multiple PRRs therefore highlights the potential important role of DAMPs from damaged or dead cells, and even potential PAMPs as the result of bacterial or viral infections to the ocular surface, in activating the innate immune system and promoting the downstream expression of inflammatory mediators in autoimmune dacryoadenitis. Moreover, significantly elevated TLR7 expression levels have been reported in the peripheral blood mononuclear cells (PBMCs) and SGs of SjD patients (47, 48), with TLR7 and TLR9 expression detected in the ductal epithelial cells and lymphocytes of parotid SGs of SjD patients (47). These findings highlight the important role of TLRs in the development of SjD and position these PRRs as important mediators of the persistent immune and inflammatory responses occurring in the LGs and SGs of affected patients. Thus, the use of compounds that target specific TLRs, such as the ones listed by L. Alexopoulou (47), may provide a new therapeutic avenue for the treatment of autoimmune diseases and Sjogren-associated exocrine dysfunction.

Notably, the PPAR signaling pathway was among the few canonical pathways predicted to be inactivated or downregulated in our comparison analysis. As nuclear receptors and ligand-dependent transcription factors, PPARs can influence the transcription patterns of downstream genes involved in regulating several processes such as energy production, lipid metabolism, and inflammation (49). There are three PPAR isoforms (PPARA, PPARG, and PPARD; alpha, gamma, and delta, respectively) that are each encoded by a separate gene (50). In our datasets, the gene encoding the alpha isoform (*Ppara*) was downregulated, while *Ppard* (encoding the delta isoform) was upregulated in the diseased LGs. 

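Ppara (chromosome 15, 85735564 to 85806851) had log2 fold changes of −0.89 at 8 weeks (standard error 0.148, adjusted p = 0.000148 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −0.95 at 16 weeks (standard error 0.147, adjusted p = 2.79e-05), below the fold-change cutoff at both ages. Ppard had log2 fold changes of 1.09 at 3 weeks (standard error 0.290, adjusted p = 0.0144), 0.98 at 8 weeks (standard error 0.290, adjusted p = 0.0161) and 1.24 at 16 weeks (standard error 0.265, adjusted p = 0.000723). With the parotid marker level as a covariate, chosen after seeing the data, its 3-week value was 0.83 with an adjusted p of 0.0688. Pparg, the third isoform, had log2 fold changes of 1.53 (adjusted p = 0.111) and 1.03 (adjusted p = 0.181) at 8 and 16 weeks, which did not pass the test. With only the groups compared in the fit, its adjusted p at 8 weeks was 0.0151.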

Consistent with our results, the downregulated gene expression of PPARA was also observed in the LGs of NOD.H2^b^ mice (another mouse model of SjD-associated LG inflammation) when compared to control samples (32). PPARA activation has been reported to inhibit NF-κB signaling, precisely by inhibiting the acetylation of p65 NF-κB, thus reducing the production of pro-inflammatory cytokines (49, 51). Furthermore, PPARG, which has been found to exert anti-inflammatory effects in epithelial cells and disease animal models, was previously described to be reduced in the SG ductal epithelia of SjD patients, minimizing its anti-inflammatory functions on constitutively and intrinsically activated NF-κB and IL-1β pathways (27, 28). Importantly, the *in vitro* treatment of SG epithelial cells with PPARG agonists significantly reduced NF-κB and cell apoptosis that was induced by pro-inflammatory agents (28). In the context of Sjogren-associated LG chronic inflammation and secretory dysfunction, treatment with fenofibrate, a PPARA agonist and FDA-approved hypolipidemic drug (32), was previously shown to reduce lymphocytic infiltrates in the LG, increase tear secretion, and improve corneal surface health by modulating several Th cell and T regulatory cell responses in the LGs of NOD mice (26). These findings corroborate the promising therapeutic potential of PPAR activation as a strategy for the treatment of chronic LG inflammation and secretory hypofunction.

In addition to significantly impacting the migration/recruitment and activation of lymphocytes and overall promoting persistent immune and inflammatory responses, the transcriptomic changes in the diseased LGs also pointed to potentially altered biological processes involving lipid metabolism and polyunsaturated fatty acid synthesis. In accordance with our results, Wu and co-authors reported the accumulation of cholesteryl esters in the LG of male NOD and identified an altered gene signature involved in lipid efflux and homeostasis, suggesting that such lipid deposition may contribute to the development and/or progression of LG inflammation in this SjD murine model (34). Such deposition of fat was clinically observed to be elevated in the LGs of SjD patients analyzed using magnetic resonance imaging and fat saturation sequencing techniques (52), indicating that lipid accumulation and altered lipid homeostasis are not only characteristic features present in LGs of SjD mouse models derived from the non-obese diabetic mouse strain, but also potential features of the human disease. The effects of this altered lipid metabolism and overall increased deposition and accumulation of lipids or fats in the normal LG physiology were previously studied by Xin He and colleagues (53). In their study, using a high-fat diet mouse model, it was demonstrated that hyperlipidemia resulted in a significant reduction of tear secretion, lipid droplet accumulation within the acinar cells of the LG, disruption of fatty acid oxidation, and elevated levels of immune cell infiltration as well as pro-inflammatory cytokines in the affected glands (53). Therefore, these findings suggest that altered lipid metabolism and improper lipid and/or fatty acid clearance could be a characteristic feature of Sjogren-associated LG dysfunction.

Aging is another major factor that contributes to the onset of DED by promoting LG alterations that result in decreased tear secretion and/or quality and increased glandular lymphocytic infiltration and periductal fibrosis (54, 55). Similar to the transcriptomic changes identified in our analysis, extensive changes in lipid homeostasis and lipogenesis have been recently reported in aged LGs from an aging mouse model that spontaneously develops DED (55). 

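Nr1h3, which encodes the liver X receptor alpha, had a log2 fold change of 1.98 at 16 weeks (standard error 0.246, adjusted p = 2.41e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in NOR against BALB/c LGs. Data of the aged C57BL/6J LGs were not analysed here.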

Particularly, genes encoding molecules involved in the regulation of lipid metabolism and lipid droplet formation, such as *Nr1h3* (Nuclear Receptor Subfamily 1 Group H Member 3) and *Apoe* (Apolipoprotein E), were also found to be upregulated in very aged (24 months) LGs from C57BL/6J (“black 6”) mice when compared to LGs from young (2-month-old) animals (55). 

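In NOR against BALB/c LGs of 16 weeks, Erlin1 had a log2 fold change of −1.16 (standard error 0.117, adjusted p = 2.06e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Acacb of −1.71 (standard error 0.152, adjusted p = 4.59e-08) and Mlxipl of −1.28 (standard error 0.254, adjusted p = 0.000339). At 8 weeks, Erlin1 and Acacb were at −0.96 and −0.77, below the fold-change cutoff. Elovl5 had a log2 fold change of 1.30 (standard error 0.161, adjusted p = 2.35e-06), Lipa of 1.21 (standard error 0.172, adjusted p = 1.12e-05) and Cyp1b1 of 2.82 (standard error 0.473, adjusted p = 6.70e-05) at 16 weeks. Plin1, a lipid droplet gene, had log2 fold changes of 1.89 at 3 weeks (standard error 0.483, adjusted p = 0.0114) and 1.35 at 16 weeks (standard error 0.461, adjusted p = 0.0204). Its 16-week adjusted p was 0.0779 without the second NOR replicate.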

Additional genes associated with lipid metabolism, fatty acid synthesis, or lipid droplet formation that were commonly significantly dysregulated in the LGs of our SjD mouse model and in aged LGs from “black 6” animals included downregulated genes such as *Erlin1*, *Acacb*, and *Mlxipl* and upregulated genes such as *Abcg1*, *Elovl5*, *Lipa*, *Ptafr*, *Cyp1b1*, and *Plin1*. The common differential expression of these genes involved in the regulation of lipid metabolism in distinctive DED animal models induced by autoimmune LG inflammation or organ dysfunction because of aging further emphasizes the potential implications that increased lipid accumulation and disrupted lipid metabolic processes may have in altering LG homeostasis and normal function, regardless of the degree of glandular inflammation. Further studies are necessary to elucidate the mechanisms driving lipid accumulation in the LGs of DED patients and animal models and understand how these lipid metabolic imbalances may disrupt normal LG epithelial functions.

One of the main molecular mechanistic networks identified in our analysis of the transcriptomic changes occurring in the diseased LGs of NOR mice when compared to control samples involved the upregulation/activation of *Il18* as a “master” upstream regulator of downstream DEGs that have been reported in the literature (based on the curated IPA Knowledgebase) to increase or activate the cellular activities of lymphocytes and the migration of other immune cells such as dendritic cells—which have been shown to infiltrate the SG of NOD mice before any lymphocytic infiltration, and also be present in the minor SGs of SjD patients at varying levels depending on the focal lymphocytic infiltrates also present (56–58). IL-18 is a member of the IL-1 family of cytokines with potent pro-inflammatory activities that is implicated in several autoimmune/inflammatory conditions such as rheumatoid arthritis, systemic lupus erythematosus, and inflammatory bowel disease (59). Consistent with the increased cellular activities of lymphocytes highlighted in our mechanistic network, IL-18 can strongly induce IFNG production and activate Th1 cells, CD8^+^ T cells, and natural killer cells, leading to enhanced type 1 immune responses (60, 61). In the context of DED, IL-18 protein levels were found to be significantly elevated in tears of both SjD-induced dry eye patients and age-related dry eye mice (62, 63). Additionally, both IL-18 mRNA and protein levels were significantly higher in conjunctival impression cytology-derived superficial epithelial cells of both SjD-positive and SjD-negative dry eye patients (63), strongly suggesting that this pro-inflammatory cytokine might be implicated in the development of LG chronic inflammation and DED. Thus, targeting IL-18 with either the anti-IL-18 mAb presented in this article or with other IL-18 inhibitors could offer a therapeutic approach to ameliorate aqueous-deficient DED induced by overactive lymphocytic activity and chronic glandular inflammation.

Potential limitations of the study include the fact that the differential expression of the genes reported in the present study and the activated or inhibited biological processes described as a result of such differential gene expression were not validated using additional molecular assays such as quantitative polymerase chain reaction (qPCR). To mitigate this limitation, we compared our differential gene expression results to other previously published and publicly available datasets from RNA-seq-based transcriptomic studies comparing diseased versus healthy LGs from other animal models of Sjogren-associated DED and differential expression data from parotid SGs of SjD-positive versus SjD-negative sicca human patients. However, the differential gene expression results presented in this study need to be validated at the protein level or with further functional assays before drawing more definitive conclusions. Additionally, and as with any transcriptomic or proteomic study, absolute conclusions of causative links or correlations between the identified DEGs and, in this case, Sjogren-associated DED, cannot be fully made. Thus, future studies are required to draw conclusive correlations between the candidate molecular biomarkers and the disease.

In conclusion, the RNA-seq-based transcriptomic analysis presented in this study revealed significant gene expression alterations taking place in chronically inflamed LGs from a well-established animal model of dry eye and human primary SjD, when compared to healthy controls. Besides playing critical roles in the recruitment and active migration of leukocytes into the LG interstitial, many of the DEGs were associated with the biosynthesis and metabolism of lipids, suggesting that in addition to inflammatory agents, an imbalanced lipid homeostasis also contributes to the autoinflammatory profile and exocrine dysfunction observed in the LGs of SjD patients and animal models. The present study highlights specific biological pathways/processes and key molecules that could be pharmacologically targeted to ameliorate LG chronic inflammation and hypofunction. However, further studies are needed to validate the transcriptomic changes reported in the present study at a functional level before examining the potential translational and clinical significance of targeting the underlying molecules and canonical pathways.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE309371.

# Supplementary material for: Transcriptomic changes in the lacrimal glands of a Sjogren’s disease animal model highlight key molecular mediators and altered biological functions underpinning glandular inflammation and hypofunction
**Source:** Front Ophthalmol (Lausanne). 2026 Mar 13;6:1697924. doi: 10.3389/fopht.2026.1697924
**Supplement:** Supplementary file 1

# Pathway Category

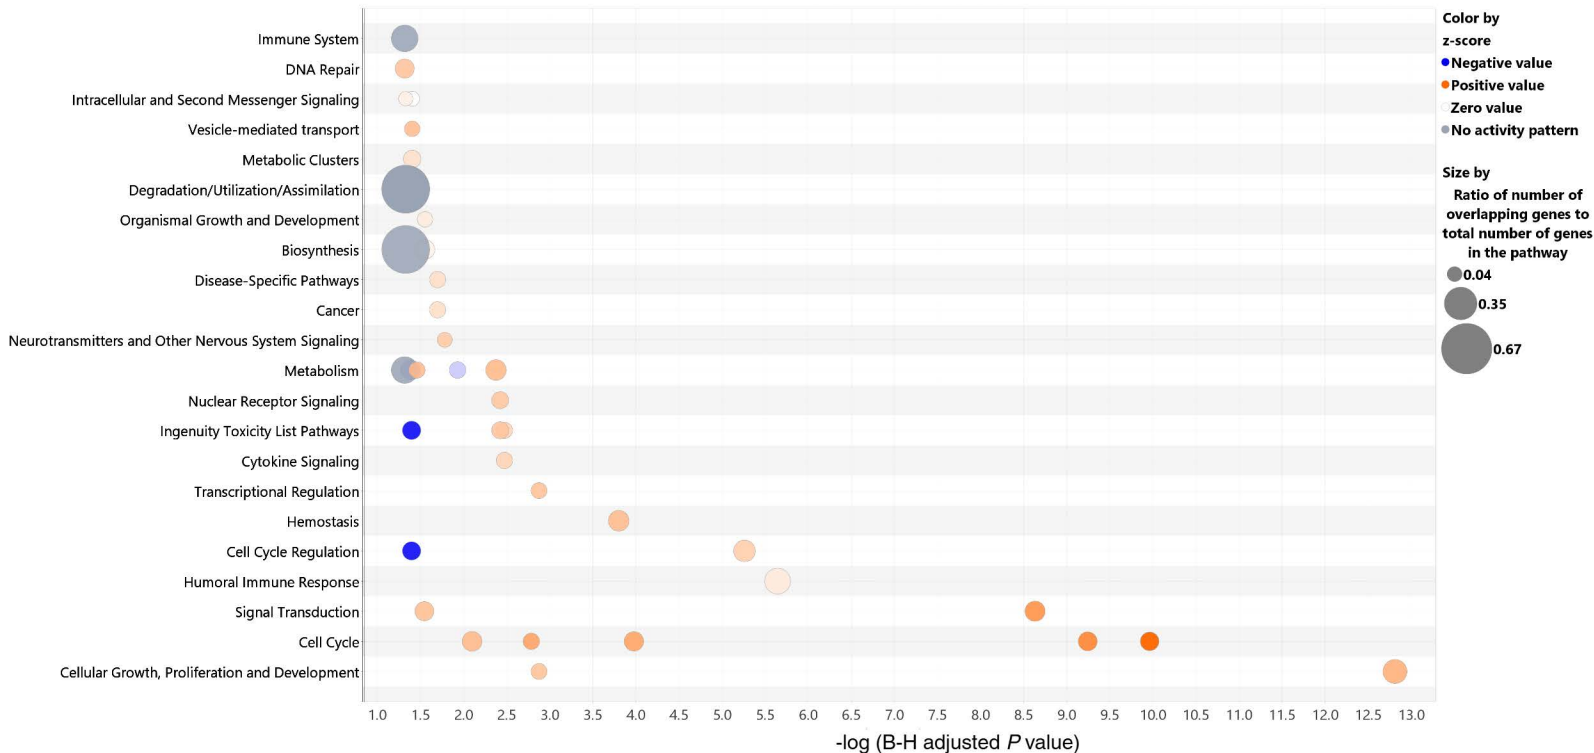

**Supplementary Figure S1.** Bubble plot of significantly enriched ( $-\log$  Benjamini-Hochberg, BH adjusted  $P$  value  $\geq 1.3$ ) canonical pathways based on the differentially expressed genes identified in the 3-week NOR versus BALB/c comparison. Each bubble represents a canonical pathway belonging to a broader pathway category (shown on the y-axis). Pathways predicted to be activated/upregulated (positive z-score) are depicted by an orange bubble, while those pathways predicted to be inactivated/downregulated (negative z-score) are depicted by a blue bubble. Pathways for which an activity state cannot be predicted are represented by grey bubbles.

# Pathway Category

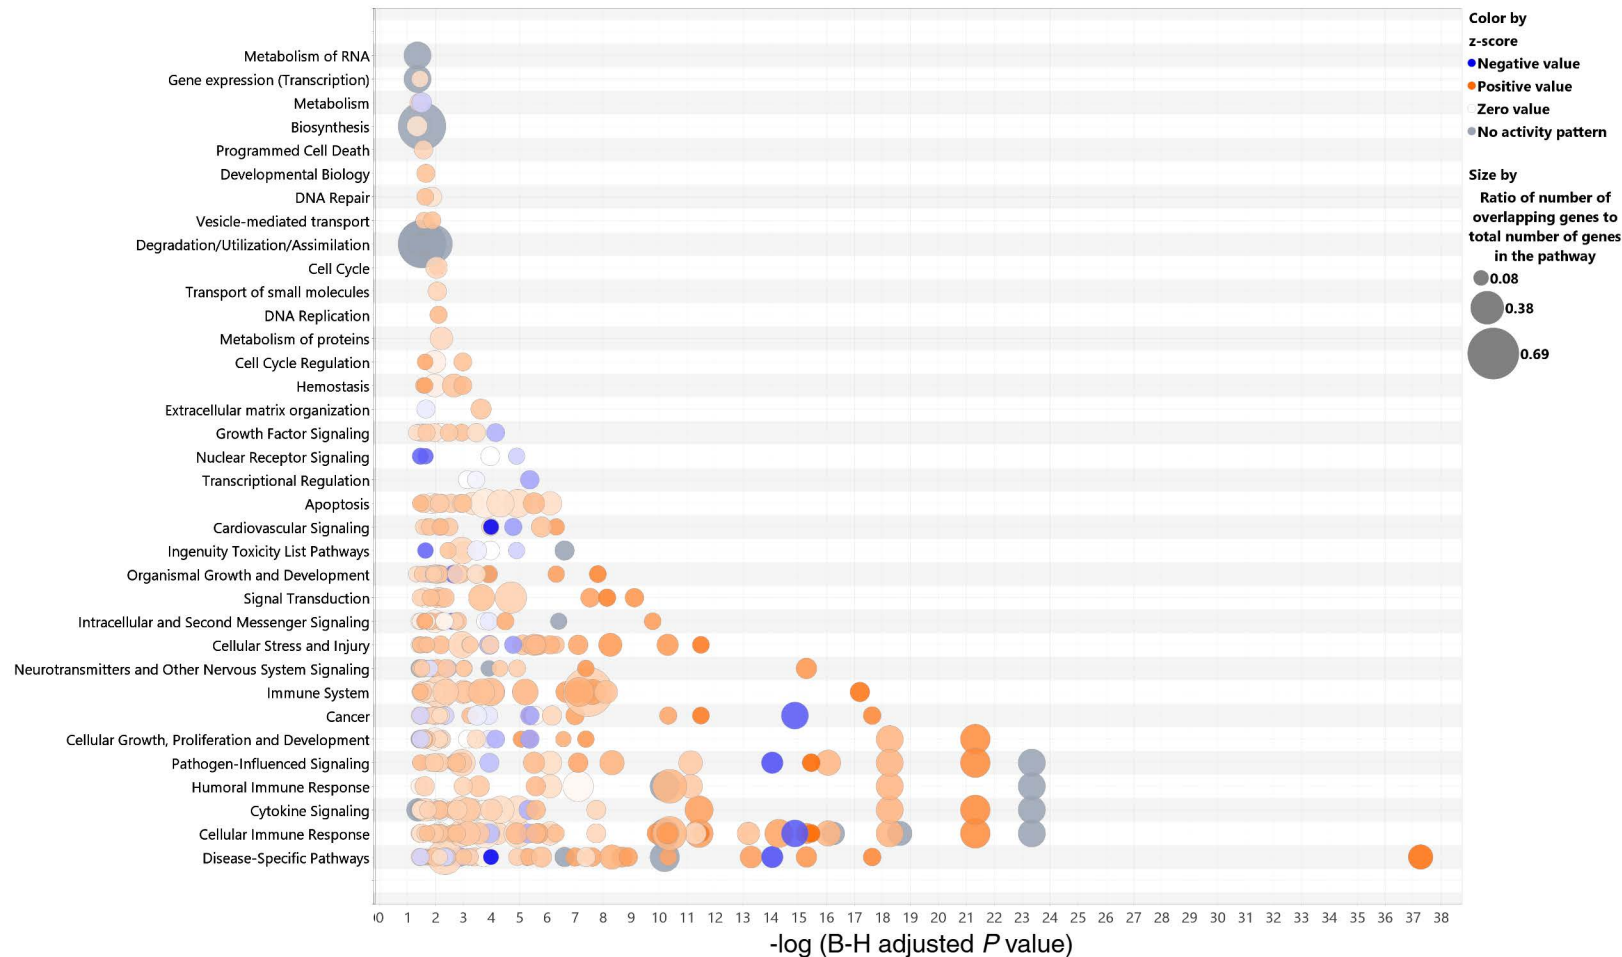

**Supplementary Figure S2.** Bubble plot of significantly enriched ( $-\log$  Benjamini-Hochberg, BH adjusted  $P$  value  $\geq 1.3$ ) canonical pathways based on the differentially expressed genes identified in the 8-week NOR versus BALB/c comparison. Each bubble represents a canonical pathway belonging to a broader pathway category (shown on the y-axis). Pathways predicted to be activated/upregulated (positive z-score) are depicted by an orange bubble, while those pathways predicted to be inactivated/downregulated (negative z-score) are depicted by a blue bubble. Pathways for which an activity state cannot be predicted are represented by grey bubbles.

# Pathway Category

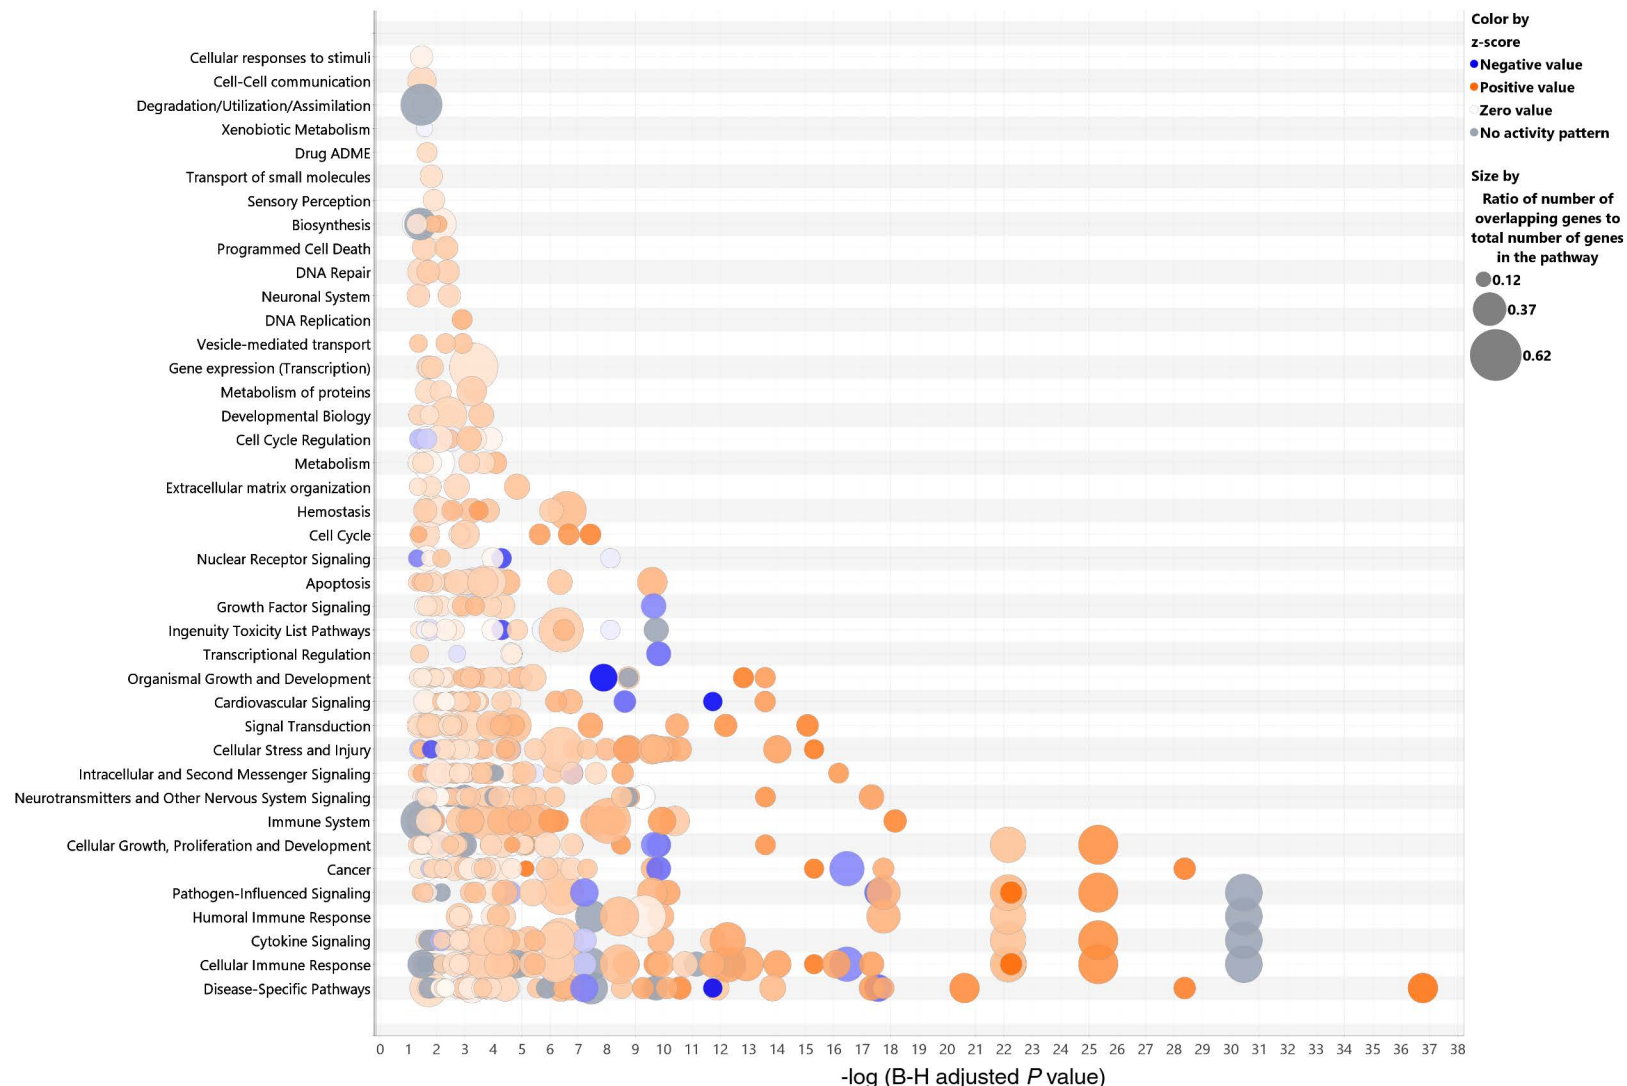

**Supplementary Figure S3.** Bubble plot of significantly enriched ( $-\log$  Benjamini-Hochberg, BH adjusted  $P$  value  $\geq 1.3$ ) canonical pathways based on the differentially expressed genes identified in the 16-week NOR versus BALB/c comparison. Each bubble represents a canonical pathway belonging to a broader pathway category (shown on the y-axis). Pathways predicted to be activated/upregulated (positive z-score) are depicted by an orange bubble, while those pathways predicted to be inactivated/downregulated (negative z-score) are depicted by a blue bubble. Pathways for which an activity state cannot be predicted are represented by grey bubbles.

**A**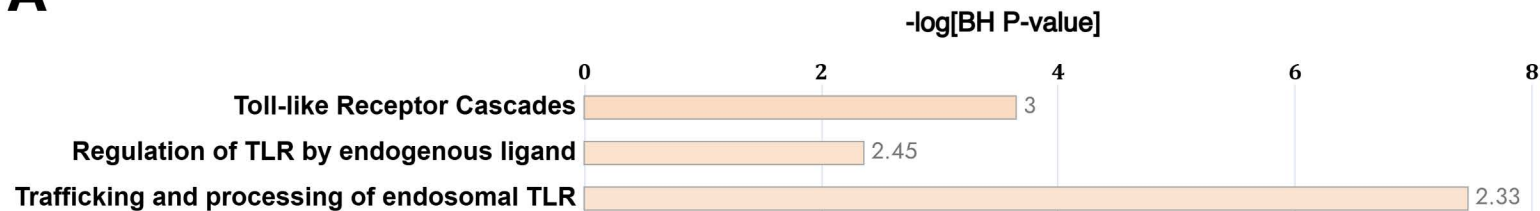**B**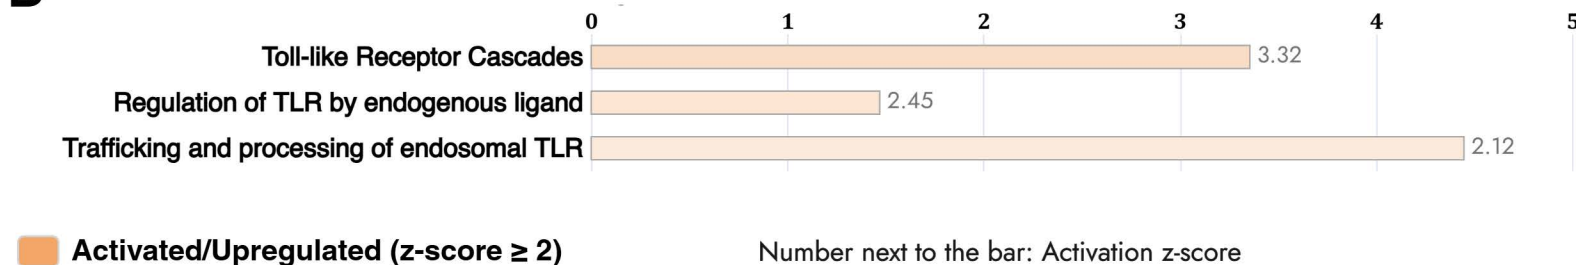

**Supplementary Figure S4. Activation of Toll-like Receptor (TLR) related canonical pathways.** (A) Bar plot showing TLR-related canonical pathways significantly predicted (Benjamini-Hochberg, BH adjusted  $P$  value  $\leq 0.05$ ) to be activated/upregulated in the lacrimal glands (LGs) of NOR mice at 8-weeks when compared to control samples. (B) Those same TLR-related pathways were also similarly activated/upregulated in the LGs of 16-week NOR mice compared to age-matched controls.

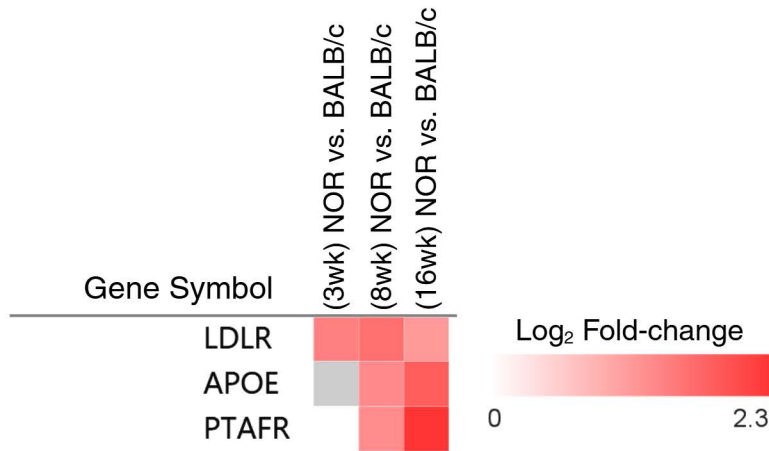

**Supplementary Figure S5. Comparison Heatmap of the Temporal Differential Expression of Additional Genes related to Lipid Synthesis.** Genes encoding additional molecules that participate in the transport of cholesterol or in lipid-mediated signaling processes that have been previously reported to be elevated in the LGs of other SjD murine models (31, 33), such as *Ldlr* (low-density lipoprotein receptor), *Apoe* (Apolipoprotein E), and *Ptafr* (platelet-activating factor receptor), were also significantly upregulated (depicted by red-colored heatmap squares) in our differential expression datasets. *Ptafr* was not differentially expressed in our 3-week NOR versus BALB/c comparison, hence, the empty or white heatmap square. *Apoe* was differentially expressed at 3-weeks, but below the set fold-change cutoff (absolute log<sub>2</sub> fold-change  $\geq 1$ ), as indicated by the grey-colored heatmap square.

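At 3 weeks, Apoe had 105.0 ± 10.1 CPM (SD, n = 3) in NOR and 56.6 ± 11.0 CPM in BALB/c LGs. The log2 fold change was 0.89 (standard error 0.154, adjusted p = 0.000431 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and between 0.75 and 1.03 when each library was left out in turn. Ptafr had a log2 fold change of 0.22 at 3 weeks (standard error 0.519, adjusted p = 0.845). Its direction was not fixed by the data, since leaving out each library in turn gave values between −0.09 and 0.52.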

**A**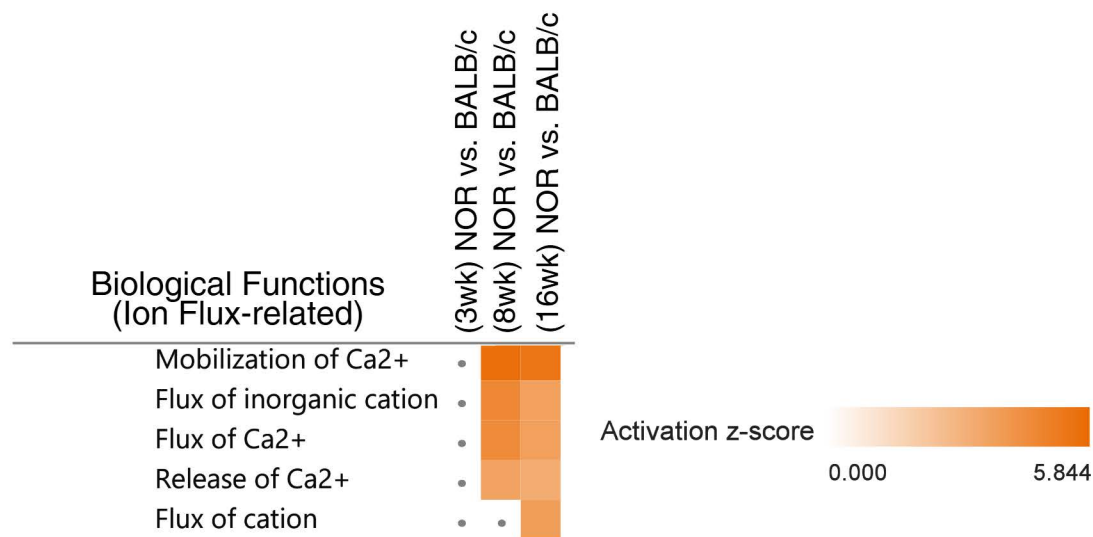**B**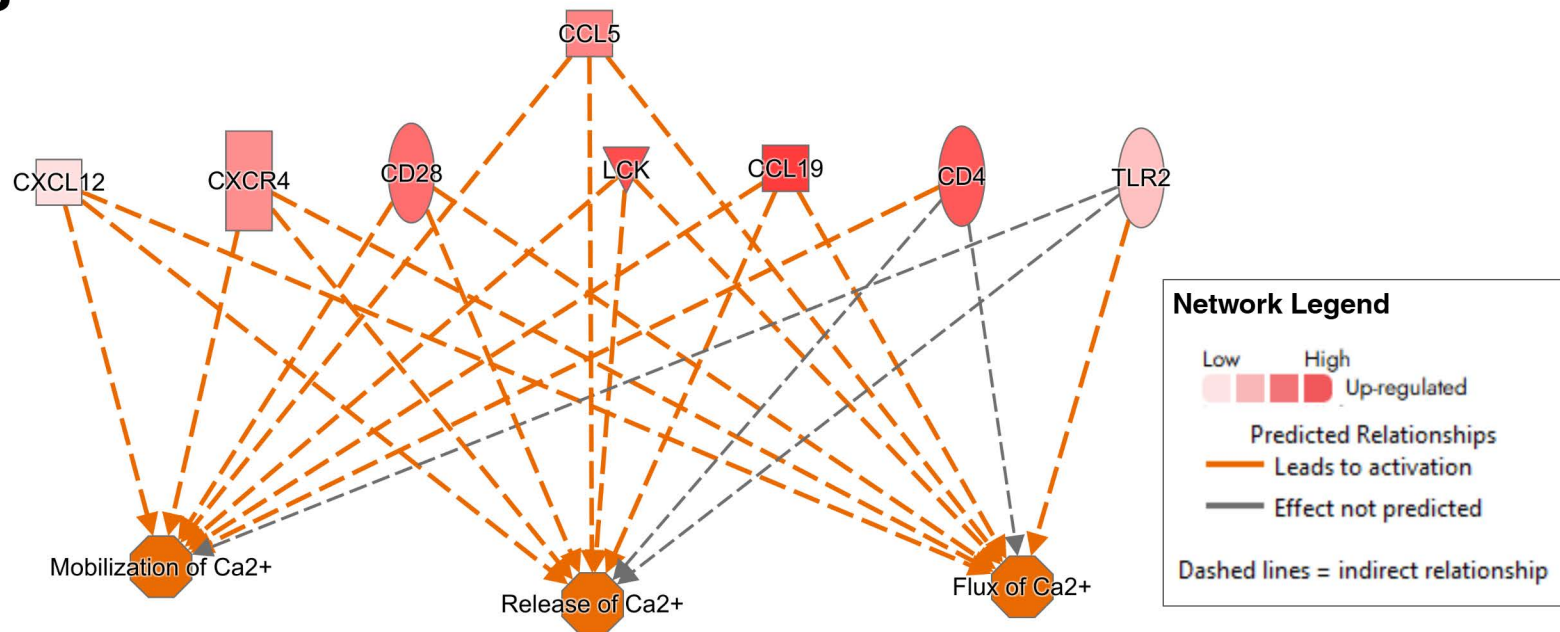

**Supplementary Figure S6. Enhanced Mobilization/Flux of Calcium Ions.** (A) Heatmap comparing the activation/upregulation ( $z\text{-score} \geq 2$ , orange-colored heatmap squares) of several biological processes related to the mobilization, flux, or release of calcium ions ( $\text{Ca}^{2+}$ ) across our three pairwise comparisons. Shown biological functions (heatmap rows) not significantly activated at a particular time point (heatmap columns) are marked with a 'dot'. (B) Molecular mechanistic network depicting how the upregulation of dataset DEGs can increase the mobilization, release, and flux of  $\text{Ca}^{2+}$ .

How the deposited data were processed for this re-analysis (not part of the article)

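The samples were exorbital LGs of male NOR and BALB/c mice of 3, 8 and 16 weeks, with 3 libraries in each of the 6 groups. By the paper's account, each 3-week library came from 1 mouse, and those of 8 and 16 weeks were pools of 2 to 3 mice, with 9 mice per group. The sample titles of the diseased strain say NOD while the genotype label and the paper say NOR, and these libraries were taken as NOR. The libraries of different groups that share a replicate number are different animals, and the numbers come from the sample labels.

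The authors made stranded mRNA libraries, sequenced single reads of 50 bases, aligned them to mm10 with HISAT2 and counted reads per gene with featureCounts 1.6.2, and they deposited raw counts without normalization. By the command in the header of the deposited table, the authors counted exons by gene without a strand option and without counting multi-mapping or overlapping reads. The table holds 23337 genes, of which 4978 had no count in any library and 51 lie on more than 1 chromosome.

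Totals per library ran from 6378613 to 20493076 counts, with a median of 15202570. The 20 most abundant genes held 56.9% to 70.8% of them. Counts were normalized with edgeR's TMM factors, from 0.815 to 1.44. CPM values in the text are means and SDs of the 3 libraries of a group. A floor of 3 counts corresponds to 0.146 to 0.470 CPM. Where all libraries of a group held at most 3 counts, the fold change was computed against that floor from CPM on total counts and is a lower bound. Intervals for such values cover counting error only, not the difference between animals.

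The authors tested differential expression with DESeq2, which is among the alternatives here. Genes were tested with edgeR 4.0.16 (limma 3.58.1, R 4.3.3) by the quasi-likelihood F-test, in a single fit of all 18 libraries with 1 mean per group and no covariates. The low-count filter was filterByExpr (minimum count 10, minimum total 15), which left 13376 genes. The common dispersion was 0.0191, a biological coefficient of variation of 13.8%. P-values were adjusted by the Benjamini-Hochberg method over the genes tested. A gene was called a DEG at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, the paper's cutoffs. Standard errors of log2 fold changes were derived from the estimate and its F statistic. NOR was compared with BALB/c at each age, successive ages were compared within each strain, and the change of the strain difference from 3 to 16 and from 8 to 16 weeks was tested as an interaction.

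The genes named are those the paper names, the members of marker gene lists, and, for each comparison, the 5 genes in each direction with the smallest p among those called. Gene lists were copied from the paper, and since they are the paper's own calls on these libraries, adjustment over a list alone shows no stability. The PCA used log2 CPM with a prior count of 2 of the 500 most variable genes. Distance ratios are the mean Euclidean distance between the libraries of a pair of groups over these genes, divided by the mean distance within groups.

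The procedure was tested on simulated data with 200 of 13376 genes changed at 16 weeks. It called 197 of them (98.5%), all 197 in the simulated direction, and 4 unchanged genes. At 3 weeks, where no gene was changed, it called 0 genes, and 0 had an adjusted p of at most 0.05. For the interaction it called 195 changed genes (97.5%) and 5 unchanged ones. The median absolute error of the log2 fold change was 0.118. The changed genes were drawn from those above a count minimum, and their simulated log2 fold changes all lay past the cutoff. Unchanged genes had the same mean in all groups, and no parotid RNA or uneven infiltration was simulated. These shares therefore do not hold for genes of low counts, for changes near the cutoff or for the real libraries.

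The alternatives were DESeq2 1.42.0, its size factors in edgeR, TMM factors without the 20 most abundant genes, no low-count filter, a mean CPM of at least 1, a fit of only the groups compared, the replicate number as a block, each library left out in turn, no fold-change cutoff and edgeR's glmTreat, and for the PCA all genes past the filter and DESeq2's variance-stabilizing transformation. Covariates for the levels of 5 parotid markers, and of these with 5 skeletal muscle markers, were added after seeing the data. Tables and figures were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The pathway, upstream regulator and network scores of IPA were not analysed here, and only the expression of the genes they name was. Results for some of the genes the paper names are not reported here.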

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

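The tests of parotid gland RNA and of mislabelled libraries were chosen only after the result was seen, and those of clock and immediate-early genes after Arntl, Egr1 and Thbs1 had stood out but before the values of the other genes of these sets were read. The comparisons, their cutoffs, the rule for naming genes and all alternatives but the marker covariates were set before the data were examined.

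The difference between NOR and BALB/c LGs changed with age. Tested as an interaction with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 1427 genes passed both cutoffs for 16 against 3 weeks and 381 for 16 against 8 weeks. Between 3 and 16 weeks, the genes with the smallest adjusted p among those whose NOR to BALB/c ratio rose were 4930597G03Rik (log2 difference 3.46), Gpr155 (2.31), Dock8 (2.55), Cd74 (3.18) and Arhgef1 (1.69). Those whose ratio fell were Baiap2l1 (−2.77), Dpyd (−2.99), Actn1 (−1.79), Isg20 (−1.75) and Eml1 (−2.10). Their adjusted p-values ran from 3.54e-09 for Baiap2l1 to 2.92e-05 for Arhgef1. Between 8 and 16 weeks, the ratio rose for Arntl (3.19), Arhgef1 (1.30), Csk (1.57), Ezr (1.13) and Dennd1c (1.91), and it fell for Thbs1 (−4.27), Cyp2a5 (−2.27), Dsc2 (−1.20), Dhtkd1 (−1.45) and Gyltl1b (−1.19). Their adjusted p-values ran from 2.01e-05 for Thbs1 to 0.00230 for Dennd1c. When each library was left out in turn, each of these 20 differences had the same sign in all 12 fits. Over all alternatives, the largest adjusted p was 0.017, for Arhgef1, among those between 3 and 16 weeks. Between 8 and 16 weeks it was at most 0.000701 for Thbs1, 0.00979 for Cyp2a5 and 0.0772 for Arntl, and it reached 0.41 to 1 for the others under glmTreat, which tests against the fold-change cutoff.

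Technical explanations of the larger number of DEGs at 16 than at 3 weeks were tested. Had a lower spread from pooling of mice been the only cause, the number of genes past the fold-change cutoff alone would not have grown. That number, which uses no p-value, was 2.15 times as large at 16 weeks. Unequal library size was tested by thinning every library to 6378613 counts, after which the 16-week comparison still had 3.79 times as many DEGs as the 3-week comparison, against 3.68 times without thinning. By these tests, neither pooling nor library size accounts for the rise as a whole. The number of DEGs grew more than that of genes past the fold-change cutoff alone, so a part due to pooling is not excluded.

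The libraries of each comparison were also regrouped. The 6 libraries of a pair of groups can be split in 10 ways. For the interactions, the NOR and BALB/c libraries of one age and number were moved together. Because the groups share replicate numbers, the real split was set against the 3 others that also part all 3 same-numbered pairs. For NOR against BALB/c at 3, 8 and 16 weeks, for BALB/c at 8 against 3 and at 16 against 8 weeks, for NOR at 8 against 3 and at 16 against 8 weeks, and for both interactions, 1 of these 4 splits, the real one, gave as many genes. The other 3 gave 0 genes in every case. The remaining 6 splits, which part 1 pair each, gave at most 51 genes at 3 weeks, at most 1 gene for BALB/c at 16 against 8 weeks and 0 otherwise. Over these 9 other splits, the genes at an unadjusted p under 0.05 numbered 439 to 1165 at 3 weeks against 3624 in the real split, 285 to 790 at 8 weeks against 5067, and 202 to 2881 at 16 weeks against 7583. In the age comparisons they numbered 408 to 712 against 5114 and 296 to 640 against 2235 in BALB/c, and 335 to 1042 against 5804 and 129 to 3741 against 6186 in NOR. In the interactions they numbered 97 to 805 against 5072 and 112 to 758 against 3491. With so few splits, no outcome could have given a share under 0.05. The design thus fixed in advance that this test alone cannot tell these counts apart from a random grouping.

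Some of the genes named for 16 against 8 weeks may reflect how the glands were collected. Arntl is a clock gene, and all 9 tested clock genes that peak in antiphase to it were lower in NOR LGs of 16 than of 8 weeks, with a median log2 fold change of −1.11 (exact sign test, two-sided, p = 0.0039), while 4 of 9 were lower in BALB/c LGs. Of the 4 other clock genes tested that peak with Arntl, 3 were higher in NOR LGs of 16 weeks (exact sign test, two-sided, p = 0.62). A candidate explanation is that the NOR glands of these ages were collected at different times of day. A change of the clock with inflammation was not tested and remains open. Thbs1 rose in BALB/c LGs from 8 to 16 weeks by 4.005 on the log2 scale. Of 14 immediate-early genes other than Thbs1 and Egr1, 13 were higher in BALB/c LGs of 16 than of 8 weeks, with a median log2 fold change of 0.813 (exact sign test, two-sided, p = 0.0018), and 10 of 14 were higher in NOR LGs. A stress response between death and preservation of the older BALB/c glands may therefore contribute to the Thbs1 difference. The genes of each set were measured in the same libraries and are not independent replicates. The p-values of the sign tests therefore do not measure the spread between libraries. No test was made of an explanation for Cyp2a5, Dsc2, Dhtkd1 and Gyltl1b, or of a biological one for any single gene.

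A signal that the paper does not discuss appeared in genes of the parotid gland, which lies beside the exorbital LG. Bpifa2 reached 37553 CPM of total counts in NOR 3 weeks replicate 3 and Amy1 reached 12575 CPM in NOR 3 weeks replicate 2. The replicates of a group differed widely, as with 698, 423817 and 239534 Bpifa2 counts in the 3 NOR libraries of 3 weeks and 7, 122306 and 19 in the BALB/c libraries. If some libraries held RNA of the neighbouring parotid gland, other parotid markers would follow Bpifa2 within groups. Over the deviations of the 18 libraries from their group means, the lowest Pearson r of 4 markers with Bpifa2 was 0.923, for Dcpp2 (Spearman's rho 0.972, r 0.941 without the 2 libraries farthest from the median). Amy1, Dcpp1 and Dcpp3 had r of 0.993, 0.961 and 0.949. All 4 relations had a permutation p of 1e-05, the smallest that 100000 permutations can give, and the same value after adjustment over the 4. A mislabelled library was tested with genes chosen without that library, and 18 of 18 libraries sat with their own strain. That test reads strain only, so the spread of the markers cannot be told apart by it from a swap of ages or replicates within a strain. Parotid tissue carried over during dissection is a candidate explanation. At 8 weeks, Bpifa2 was higher in each NOR library (39487, 182949 and 25982 counts) than in each BALB/c library (14208, 4273 and 590), a separation that chance gives, in one direction or the other, in 10% of groupings of 3 against 3. At 3 and 16 weeks, the libraries of the strains overlapped.

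The parotid marker level accounted for some of the DEGs at most. With it as a covariate, 645 genes were called at 3 weeks against 703 without it, and 577 of them were among the 703. The number of upregulated genes fell from 474 to 391. At 8 weeks the covariate left 1373 genes against 1549, with 1303 shared and 1001 against 1195 upregulated, and at 16 weeks 2638 against 2589, with 2577 shared. At 3 weeks, the group of 1 NOR and 2 BALB/c libraries with the lowest Bpifa2 is the split that gave 51 genes. Over all libraries, 71 of the genes tested followed the marker level at an adjusted p of at most 0.05, 67 of them with a positive slope.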

How the results depend on the processing

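The covariates for parotid and muscle marker levels were chosen only after the result was seen, and no other test of this part was.

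Counts of DEGs at 3, 8 and 16 weeks stayed within 1.5 times their reported values with DESeq2 (706, 1497 and 2674), DESeq2's size factors in edgeR (706, 1535 and 2591), no low-count filter (752, 1656 and 3065), a mean CPM of at least 1 (566, 1209 and 1950), only the groups compared (562, 1361 and 2469), and the parotid and muscle covariates (637, 1370 and 2470). Those of the replicate block did too (699, 1541 and 2584). The replicate block has no basis in the design, since replicates of the same number are different animals, and the residuals of same-numbered libraries of different groups had a mean correlation of 0.0794 over 45 pairs against −0.0401 over 90 other pairs.

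The fold-change cutoff moved the counts most. With glmTreat, which tests against the cutoff, 246, 730 and 1468 genes were called at 3, 8 and 16 weeks, 313 for BALB/c at 8 against 3 weeks, 8 for BALB/c at 16 against 8 weeks, 679 for NOR at 8 against 3 weeks, 416 for NOR at 16 against 8 weeks, 347 for the interaction of 16 against 3 weeks and 2 for that of 16 against 8 weeks. Without a fold-change cutoff the counts were, in the same order, 2002, 3713, 6811, 3736, 236, 4520, 4942, 3325 and 1071. With the parotid marker level as a covariate, the interaction of 16 against 8 weeks rose from 381 to 656 genes. Apart from the cutoff, the cause was not tested.

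When each library was left out in turn, the calls ran from 598 to 743 at 3 weeks, 1331 to 1562 at 8 weeks and 2164 to 3032 at 16 weeks. They ran from 844 to 946 for BALB/c at 8 against 3 weeks, 33 to 56 for BALB/c at 16 against 8 weeks, 1404 to 1654 for NOR at 8 against 3 weeks, 819 to 1828 for NOR at 16 against 8 weeks, 1007 to 1881 for the interaction of 16 against 3 weeks and 147 to 832 for that of 16 against 8 weeks. The low and high ends of the last 3 came without NOR 16 weeks replicate 2 and replicate 1, respectively. The cause was not tested.

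In the PCA, the variance-stabilizing transformation gave 48.0% for PC1 and 26.8% for PC2. Its distance ratios were 2.43 for BALB/c and 2.09 for NOR at 8 to 3 weeks, and 2.97 and 2.72 between the strains at 8 and 16 weeks. Both orders were the reverse of those in the main setting. All genes past the filter gave 51.1% for PC1, and ratios of 1.64 for BALB/c and 1.85 for NOR at 8 to 3 weeks, and of 2.11 and 2.55 between the strains at 8 and 16 weeks. With each library left out, PC1 held 51.5% to 63.4% and PC2 15.6% to 23.4%. The ratios then ran from 1.58 to 2.57 for BALB/c and from 1.86 to 2.84 for NOR at 8 to 3 weeks, and from 1.36 to 1.91 between the strains at 3 weeks. The cause was not tested.

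Of the gene lists, glmTreat called 129, 47 and 9 of the lipid synthesis genes at 16, 8 and 3 weeks, 19 and 5 of the lipid family genes of Figure 7B at 16 and 8 weeks, 11 and 10 of the upstream regulators at 8 and 16 weeks, 5 toll-like receptors, 12 chemokines, 7 chemokine receptors and 4 interleukins at 8 weeks. A mean CPM of at least 1 left 13 chemokines and 5 interleukins at 8 weeks, and fitting only the groups compared left 5 interleukins. The genes counted as interleukins were chosen by symbol and include receptor genes such as Il18r1. At 3 weeks, 1 chemokine was called, against 2 with DESeq2 and with only the groups compared, 3 without the fold-change cutoff, 0 with glmTreat and with a mean CPM of at least 1, and 0 to 1 with a library left out. At an unadjusted p under 0.05 there were 8. Of the migration genes, 2 were called at 3 weeks, against 1 with only the groups compared, 0 with glmTreat and with either covariate setting, and 0 to 2 with a library left out, while 3 had an unadjusted p under 0.05. Of the activation genes, 1 was called at 3 weeks without the fold-change cutoff and 0 with it. For the lipid synthesis genes at 3 weeks, 49 were called without the cutoff and 19 to 30 with a library left out. The cause was not tested.

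Among the named genes, only Ptafr at 3 weeks changed direction under an alternative. Its log2 fold change of 0.22 ran from −0.0903 to 0.5168 across the 6 fits that each left out one library, and it was −0.0591 without BALB/c 3 weeks replicate 3. The cause was not tested. Of the other results for named genes over all settings, 3573 stayed on the same side of the threshold, 188 became weaker and 5 stronger. Of those that became weaker, 81 did so with glmTreat, 72 with a library left out, 14 with the parotid and muscle covariates, 10 with the parotid covariate and 6 with DESeq2. Depth limits the number of genes called, as thinning every library to 6378613 counts left 547, 1187 and 2074 DEGs at 3, 8 and 16 weeks, and it leaves Ifng, Il12a, Cd40lg, Tbxa2r, Cysltr2, Ptgs2 and Pla2g4f below the low-count filter.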

Differences from the paper's values

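No test in this part was chosen only after the result was seen, apart from the covariates named as such.

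For Il18 at 16 weeks, the paper's adjusted p is 0.01, and that from edgeR was 0.00383. Of the alternatives set before the data were examined, DESeq2 (0.0122) and leaving out BALB/c 16 weeks replicate 3 (0.0106) closed the gap. The others, with adjusted p-values from 0.0032 to 0.297, did not.

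For Myd88 at 8 weeks, the paper's adjusted p is 0.03, and that from edgeR was 0.0122. The gap was closed by DESeq2 (0.0319), by no low-count filter (0.0421), and by leaving out BALB/c 8 weeks replicate 3 (0.0323) or NOR 8 weeks replicate 3 (0.0271). It was not closed by the other alternatives set before the data were examined, which gave 0.0118 to 1. The covariates for the parotid marker level (0.0338) and for the parotid and muscle marker levels (0.0406) closed it too, and both were chosen after seeing the values. At 16 weeks, the paper's adjusted p is 4.59E-4, and that from edgeR was 0.00129. DESeq2 (0.000480) and TMM factors from all but the 20 most abundant genes (0.000622) closed this gap, and the other alternatives set before the data were examined, from 0.000747 to 1, did not. The paper's methods name DESeq2 as its tool.

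The paper states several genes as changed that had an adjusted p of at most 0.05 with edgeR but were below the fold-change cutoff. For Ptger1 (log2 fold changes 0.52 and 0.79 at 8 and 16 weeks), Ptgs1 at 16 weeks (0.88) and Myd88 (0.36 and 0.43), the paper's own values of 0.5 and 0.83, 0.91, and 0.33 and 0.46 are below it too. The others were Nod1 (0.70 and 0.62), Ppara (−0.89 and −0.95), Cd81 at 16 weeks (0.99) and Itgb1 at 16 weeks (0.46). Ppara at 16 weeks passed both cutoffs without BALB/c 16 weeks replicate 2 or NOR 16 weeks replicate 1, and Ptgs1 at 16 weeks without BALB/c 16 weeks replicate 1 or NOR 16 weeks replicate 3. Cd81 at 16 weeks passed with DESeq2, with DESeq2's size factors in edgeR, with TMM factors from all but the 20 most abundant genes, with a mean CPM of at least 1, with only the groups compared, and without BALB/c 16 weeks replicate 3, NOR 16 weeks replicate 1 or NOR 16 weeks replicate 3. For the others, no alternative did. Ptger2 at 8 weeks had an adjusted p of 0.0507, against the paper's 0.04. It was called with DESeq2 (0.0376), with no low-count filter (0.0356) and without NOR 8 weeks replicate 2 (0.0172), in a range of 0.0172 to 0.234 over its alternatives.

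Ifng, Il12a, Cd40lg, Tbxa2r, Ptgs2, Cysltr2 and Pla2g4f, which the paper names among the changed genes, were below the low-count filter and were not tested with edgeR's main settings. At 16 weeks, DESeq2 and edgeR with no low-count filter called all 7, with adjusted p-values of 0.00221 and 0.000255 for Ifng, 0.0177 and 0.000666 for Il12a, 0.0121 and 0.000668 for Cd40lg, 0.00410 and 0.000504 for Tbxa2r, 0.0124 and 0.00222 for Ptgs2, 0.00787 and 0.000422 for Cysltr2, and 0.0142 and 0.00152 for Pla2g4f, respectively. At 8 weeks, neither called Ifng, with adjusted p-values of 0.174 and 0.0903.

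The paper gives 491 upregulated and 206 downregulated DEGs at 3 weeks, while its Supplementary Table 1, as used here, holds 494 and 211 genes past its cutoffs, and edgeR called 474 and 229.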

Other observations

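The test of dilution was set before the result was seen, but the comparison of its markers with the fold-change cutoff was chosen only after the result was seen, and no other test of this part was.

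Genes called at 3, 8 and 16 weeks in one direction may in part follow from differences between the strains' genomes rather than from inflammation, because variants linked to one another would place such genes side by side. Among the 325 genes, 20 pairs were next to each other among the tested genes, against a mean of 7.90 in 10000 random sets of the same size, a ratio of 2.53 (permutation test, one-sided, p = 0.0002). Among the 1168 genes called at 16 weeks only, there were 105 neighbouring pairs against a mean of 102 (ratio 1.03, permutation test, one-sided, p = 0.4). Linked strain variants therefore remain a candidate explanation for the first set, and the paper does not discuss it. Other reasons for which neighbouring genes change together were not tested.

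Genes lower in NOR LGs at 16 weeks could owe their fall to dilution of gland RNA by RNA of infiltrating cells. In that case, markers of the gland itself would fall as much. The median log2 fold change of 12 acinar and epithelial markers was −0.135, with −0.476 for the 8 acinar markers, of which the lowest was at −1.08, and 0.00988 for the 4 epithelial markers. The median of the 698 genes called lower was −1.44, and since these were chosen for a log2 fold change of at most −1, the markers are set against that cutoff. The medians of both marker sets were closer to 0 than to it. The 8 acinar markers ran from −1.08 to 2.31, so they do not fix the size of a dilution. The 4 epithelial markers ran from −0.286 to 0.0401. A dilution as small as these epithelial values would not by itself account for the fall of the genes called lower, although it may add to it.

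Other marker genes were read out as values. The 5 skeletal muscle markers had a median log2 fold change between NOR and BALB/c LGs of −0.504, 0.887 and −3.16 at 3, 8 and 16 weeks. Between 16 and 8 weeks, it was −2.51 in NOR LGs and 1.1 in BALB/c LGs. The median for 5 plasma cell markers was 2.58 at 8 weeks and 3.08 at 16 weeks, and for 4 dendritic cell markers 2.90 and 2.86. For 5 macrophage markers it was 0.778 and 1.15, and for 5 endothelial markers −0.354 and −0.125. For 5 adipocyte markers it was 1.04 at 3 weeks, 0.0518 at 8 weeks and 1.01 at 16 weeks. For 4 genes of the Y chromosome, it was −0.0615, −0.0701 and −0.389 at 3, 8 and 16 weeks.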
